# Histidine is essential for growth of *Komagataella phaffii* cultured in YPA medium

**DOI:** 10.1002/2211-5463.13408

**Published:** 2022-05-12

**Authors:** Aditi Gupta, Pundi N. Rangarajan

**Keywords:** acetate metabolism, F1F0 ATPase, histidine, histidine‐responsive genes, *Komagataella phaffii*

## Abstract

*Komagataella phaffii* (*a.k.a. Pichia pastoris*) requires histidine for optimal growth when cultured in a medium containing yeast extract, peptone (YP), and acetate (YPA). We demonstrate that *HIS4*‐deficient, *K. phaffii* strain *GS115* exhibits a growth defect on YP‐media containing acetate, but not on other carbon sources. *K. phaffii X33*, a prototroph, grows better than *K. phaffii GS115* (*his4*), a histidine auxotroph in YPA. Normal growth of *GS115* is restored either by the expression of *HIS4* or by culturing in YPA containing ≥0.6 mM histidine. In the presence of histidine, expression of several genes is altered, including those encoding key subunits of mitochondrial ATP synthase, transporters of amino acids and nutrients, as well as biosynthetic enzymes. Thus, histidine should be included as an essential component for optimal growth of *K*. *phaffii* histidine auxotrophs cultured in YPA.

**Abbreviations**
HIS4: histidinol dehydrogenase
YNB: yeast nitrogen base
YP: medium containing yeast extract and peptone
YPA: YP + acetate
YPAH: YPA + histidine

The ability of the respiratory yeast *Komagataella phaffii* (*a.k.a. Pichia pastoris*) to metabolize methanol has been exploited successfully to develop alcohol oxidase 1 (*AOXI*) promoter‐based expression systems [1, 2]. Usually, recombinant strains of *K. phaffii* are cultured in media containing glucose or glycerol for achieving high cell density, and then transferred to methanol for induction. During the growth phase, metabolic intermediates in the form of yeast extract and peptone are often provided in the medium to enhance the growth rate further. *K. phaffii* can also grow on ethanol, and ethanol is used for high cell density fermentation [3]. However, acetate does not support robust growth and therefore is not used for high‐density fermentation [4]. Recent studies have highlighted the importance of acetate in the biomanufacturing of acetate‐derived compounds [5]. This has led researchers to tweak the acetate utilization and related processes in yeasts to achieve tolerance to higher acetate levels. For example, screening for acetate‐sensitivity kinases led to the identification of *HRK1,* a kinase involved in the regulation of plasma membrane H (+)‐ATPase Pma1 in *K. phaffii*. Overexpression of *HRK1* resulted in high growth in presence of 30 mM (~0.2%) acetate leading to a 55% increase in the product derived from acetyl Co‐A as compared to the wildtype strain [6]. However, there are still efforts to maximize the acetate utilization in *K. phaffii*.

Acetate, a weak acid, is the precursor of acetyl Co‐A and is found in abundance in nature. Only a few yeasts, such as *Saccharomyces cerevisiae* and *K. phaffii* are tolerant of acetate [6, 7]. Acetate utilization in yeasts begins with the internalization of acetate through the membrane transporters, followed by its ligation to Co‐A by acetyl Co‐A synthetases 1 and 2 (ACS1, ACS2) with ATP as the phosphate group donor. Acetyl Co‐A, thus formed, has many fates inside the cell. It can be channelized into the tricarboxylic acid cycle or the glyoxylate cycle, utilized for fatty acid biosynthesis or acetylation of proteins, including histones [5]. Acetate metabolism of *K. phaffii* is regulated by transcription factors such as Mxr1, Cat8‐1, and Cat8‐2 [3, 8].

For biomanufacturing of desired products, the gene(s) of interest is expressed in the host strain, using an expression vector harboring an appropriate selection marker. In *K. phaffii,* several auxotrophic strains have been developed for this purpose by exploiting the genes involved in the biosynthesis of histidine, methionine, arginine, adenine, uracil, lysine, tyrosine, proline, and phenylalanine such as *HIS4, MET2, ARG4, ADE1, URA3, LYS2, TYR1, PRO3,* and *PHA2,* respectively [9, 10, 11, 12]. Of these, the histidine auxotroph *GS115*, harboring a defective *his4* gene encoding histidinol dehydrogenase, is widely used for heterologous protein production [9].

In this study we demonstrate that wildtype *K. phaffii* strain (*X33*), but not histidine auxotroph (*GS115*), grows efficiently in a complex medium containing 1% yeast extract, 2% peptone (YP), and 2% acetate (YPA), suggesting a role for *HIS4‐*mediated histidine biosynthesis for adequate growth. Optimal growth of *GS115* can also be achieved by adding ≥0.6 mM histidine to YPA (YPAH). Histidine induces significant changes in the gene expression profile, as evident from high‐throughput genome‐wide RNA sequencing. Key histidine‐responsive genes identified in this study include those involved in ATP synthesis, transport of amino acids and nutrients, and biosynthetic pathways.

## Materials and methods

### Growth media and culture conditions

*K. phaffii* cells were maintained in nutrient‐rich YPD agarose plates (1% yeast extract, 2% peptone, and 2% dextrose). A single colony was grown overnight in YPD at 30°C in an orbital shaker at 180 rpm followed by washing with sterile distilled water (twice) and transferred to desired media containing YP (1%yeast extract, 2% peptone) and a carbon source (2%) such as dextrose (YPD), acetate (YPA), glycerol (YPG). Media were supplemented with L‐histidine (20–100 μg·mL^−1^), L‐methionine (20‐100 μg·mL^−1^) or L‐glutamate (20‐100 3, μg·mL^−1^) or ammonium sulfate (0.5%) when required. The minimal medium consisted of 0.67% yeast nitrogen base (YNB) with amino acids and an appropriate carbon source (2%). *Escherichia coli TOP10* was used for plasmid isolation. Bacterial and yeast transformations were done using the CaCl_2_ method and electroporation (Gene Pulsar, Bio‐Rad, Hercules, CA, USA), respectively. Yeast extract was procured from Thermo Fisher, Bangalore, India (#212750) or Himedia, Mumbai, India (#RM027). Peptone was purchased from Thermo Fisher (#211677) or Himedia (#RM001).

### Antibodies and other reagents

Mouse anti‐Myc antibodies were purchased from Merck Millipore (Bangalore, India). Restriction enzymes and T4 DNA ligase were purchased from New England Biolabs (Ipswich, MA, USA). DNA polymerases were purchased from GeNei (Bangalore, India). Oligonucleotides were purchased from Sigma‐Aldrich, India.

### Growth kinetics

A single colony grown till late log phase was pelleted and washed twice with autoclaved milliQ (Millipore, Bedford, MA, USA) water under sterile conditions, resuspended in water, and inoculated into specific media at an initial A_600_ of 0.07 and grown at 30 °C at 180 rpm in an orbital shaker. A_600_ was measured at regular intervals.

### Spot plate assay

Cells were grown in YPD till A_600_ = 2.0–4.0 and 1.0 O.D., and cells were suspended in 1 mL water for serial dilution preparation. One μl from each serial dilution was spotted on YNBD His^‐^ or His+ plates and incubated at 30 °C for 2–3 days.

### Western blotting

Cells were lysed using the glass‐bead lysis method. Proteins were quantified using Bradford reagent, resolved on SDS polyacrylamide gels, and transferred to PVDF membrane as described [4]. Blots were probed with primary and secondary antibodies using standard protocols.

### RNA‐sequencing and data analysis

Total RNA was isolated from *GS115* and *X33* cultured in YPA and *GS115* cultured in YPAH^5x^ in duplicate for 24 h by Qiagen (Chatsworth, CA, USA) RNeasy kit according to the manufacturer’s protocol. RNA Seq was performed using Illumina HiSeq at Clevergene (Bangalore, India). Differentially expressed genes were analyzed as described previously [4]. Genes with absolute log2‐fold change ≥2 and adjusted *P*‐value < 0.05 were considered significant. The expression profile of differentially expressed genes across the samples is presented in volcano plots and heatmaps. The three‐letter gene names were obtained by submitting the Uniref100 IDs to UniProtKB. However, in this process there was some data loss, as all proteins could not be mapped. 

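The count table used here held 5427 genes, of which 745 carried a gene symbol and 4682 are named here by their locus tag. *ATP1*, *CTR1* and *LYS4* were among the genes with a symbol, whereas the general amino acid permease gene named *GAP1* in the paper had no symbol and matched more than 1 locus tag by its description. Such a gene was matched here to every locus tag whose description fits, since reads of close copies may also have been split between them. Not every one of these locus tags is printed. Part of Table S1 was at hand and was used for names and for single values only.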

The transcriptome datasets generated in the current study are available at the NCBI with the accession number GSE174633.

### Generation of *GS115‐HIS4*

The *pIB3* vector harboring *HIS4* as a selection marker (Addgene, plasmid # 25452) [13] was linearized with SalI, transformed into *GS115* for integration into the *HIS4* locus. Colonies were selected on YNBD His^‐^ plates.

### Generation of *GS115‐HIS4^Myc^*

*pGAP‐HIS4^Myc^* was constructed by cloning the *HIS4* into *pGAPZA* (Thermo Fisher, Bangalore, India) downstream of the *GAPDH* promoter in‐frame with the vector‐encoded c‐Myc epitope. *HIS4* was amplified from *pIB3* using the forward primer (1–23 bp of *HIS4*) 5′‐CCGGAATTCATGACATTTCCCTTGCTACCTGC‐3′ (F) and the reverse primer (complementary to C‐2508–2529 bp of *HIS4*) 5′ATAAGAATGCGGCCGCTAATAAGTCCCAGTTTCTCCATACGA‐3′ (R). EcoRI and NotI sites are underlined. The PCR product was digested with *EcoRI* and *NotI,* and cloned into pGAPZA to obtain *pGAP‐HIS4,* which was transformed into *P. pastoris GS115*, a histidine auxotroph. Cells were plated onto YPD + Zeocin plates and Zeo colonies were selected. Expression of Myc*‐*tagged His4 (His4^Myc^) was confirmed by western blotting using anti‐Myc epitope antibodies and histidine prototrophy was confirmed by plating on YNBD (His^‐^) plates.

### Generation of *GS115‐H670A^Myc^ GS115‐H737A^Myc^*

The specific point mutations in the *HIS4* were generated by site‐directed mutagenesis. *pGAP‐HIS4* was used as a template and reactions were carried out using the QuikChange (Agilent, Palo Alto, CA, USA) Site‐Directed Mutagenesis Kit. For introducing the H670A mutation, the following primer pair was used: 5′‐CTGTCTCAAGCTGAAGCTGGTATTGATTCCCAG‐3′ and 5′‐CTGGGAATCAATACCAGCTTC AGCTTGAGACAG‐3′. For mutating H737 to alanine, the following primer pair was used: 5′‐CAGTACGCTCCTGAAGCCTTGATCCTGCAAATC‐3′ and 5′‐GATTTGCAGGATCAAGGCTT CAGGAGCGTACTG‐3′. The PCR product was digested with *DpnI* followed by transformation in *E. coli*. H670A and H737A mutations were confirmed by DNA sequencing. Constructs were then transformed into *GS115* and screened on YPD + Zeocin plates. Expression of Myc*‐*tagged His4 was confirmed by western blotting using anti‐Myc epitope antibodies and the phenotype was examined by plating on YNBD (His^‐^) plates.

The yeast strains used in this study are listed in Table 1.

**Table 1:** List of *K. phaffii* strains used in this study.

Strain	Description	References
*GS115*	*his4*	[39]
*X33*	*HIS4*	Invitrogen
*GS115‐HIS4*	*GS115, HIS4*	This study
*GS115‐HIS4^Myc^*	*GS115, Zeo^r^(P_GAPDH_‐HIS4‐Myc)*	This study
*GS115‐H670A^Myc^*	*GS115, Zeo^r^(P_GAPDH_‐HIS4H670A‐Myc)*	This study
*GS115‐H737A^Myc^*	*GS115, Zeo^r^(P_GAPDH_‐HIS4H737A‐Myc)*	This study
*JC239*	*met2*	[10]
*BY4741*	*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*	[40]

## Results

### *HIS4* is essential for optimal growth of *K. phaffii* cultured in YPA

*K. phaffii* has emerged as an important host for the expression of several heterologous proteins and a model organism for fundamental research [14, 15]. *K. phaffii* expression vectors generally contain auxotroph markers (e.g., *HIS4, MET2, ADE1, ARG4*) or antibiotic selectable markers (e.g., Zeocin, geneticin (G418) and blasticidin S). Expression vectors containing auxotrophic markers such as *HIS4* and *MET2* are transformed into the auxotrophs *GS115* (*his4*) and *JC239* (met2), respectively, while vectors conferring resistance to drugs are transformed into the prototrophic strains such as *X33* [12, 16]. If *GS115* is cultured in minimal media, histidine needs to be supplemented for growth. However, histidine supplementation is not required when *GS115* is cultured in nutrient‐rich media containing 1% yeast extract and 2% peptone (YP) and an appropriate source of carbon. In general, auxotrophic yeast strains defective in amino acid biosynthesis do not exhibit growth defects when cultured in nutrient‐rich media. An exception to this rule was observed when the histidine auxotroph *GS115* exhibited a growth defect when cultured in YP containing 2% acetate (YPA) but not YP, YP containing 2% glucose (YPD) or 2% glycerol (YPG), as well as YNB containing 2% acetate and 130 µm histidine (YNBA) (Fig. 1A). This differential growth of histidine auxotroph and prototroph could be attributed to the selection marker *HIS4,* as both the strains differ only at the *HIS4* locus.

**Fig. 1:**
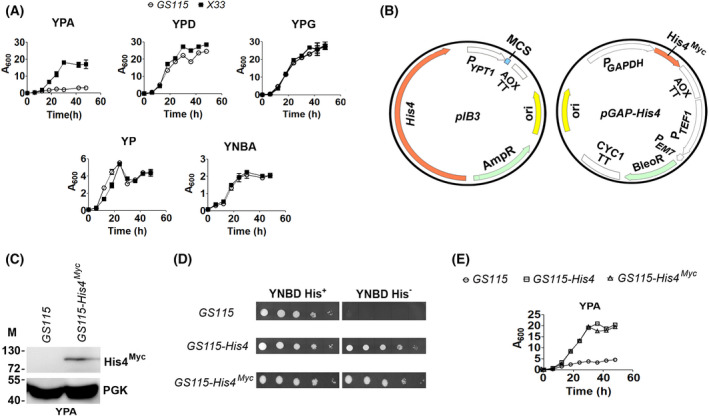
Analysis of the growth of *K. phaffii* prototroph and histidine auxotrophs in YPA. (A) Analysis of growth of *K. phaffii GS115* and *X33* in different media, as indicated. Error bars in each figure indicate SD, *n* = 3. YNB with amino acids was used for the preparation of YNBA. Histidine concentration in YNBA is 20 mg·L^−1^ or 130 µm. (B) Map of pIB3 and pGAP‐His4 vectors. In pIB3 vector (# 25452, Addgene), *K. phaffii HIS4* is expressed from its own promoter. In pGAP‐His4 vector, *HIS4* was amplified from pIB3 with a C‐terminal Myc tag and cloned downstream of the glycerladehyde‐3‐phosphate dehydrogenase (GAP) promoter of *pGAPZA* (ThermoFisher). AOX, alcohol oxidase; GAP, TT, transcription termination sequence; ori, origin of replication; CYC1, cytochrome c1; P_TEF1_, promoter of transcription elongation factor 1; P_EM7_, EM7 promoter for the expression of bleomycin/zeocin resistance gene (BleoR) in *E. coli* and *K*. *phaffii*. Plasmid maps were drawn using SnapGene software (from Insightful Science; available at snapgene.com). (C) Western blot analysis of lysates of *K*. *phaffii* cultured in YPD using Anti‐Myc antibodies. M, molecular weight markers (kDa). (D) Spot assay of different *K. phaffii* strains as indicated in histidine‐sufficient (His^+^) and ‐deficient (His^‐^) YNBD media. (E) Growth curves of different *K. phaffii* strains cultured in YPA, as indicated (*n* = 3).

To examine the role of *HIS4* in the growth of *GS115* in YPA, *pIB3* and *pGAP‐His4* vectors were transformed into *GS115*. *pIB3* is a promoter‐less *K. phaffii* vector containing *HIS4* as a selection marker, while *pGAP‐His4* was generated by cloning *HIS4* with a C‐terminal Myc tag (*His4^Myc^*) downstream of *GAPDH* promoter of the *pGAPZA* vector (Fig. 1B). Expression of His4^Myc^ in the *GS115‐His4^Myc^* strain was confirmed by western blotting with anti‐Myc tag antibodies (Fig. 1C). The phenotype of the various strains was examined by spot assay. As expected, *GS115* exhibited histidine auxotrophy, while *GS115‐His4* and *GS115‐His4^Myc^* became prototrophs (Fig. 1D). To assess the effect of *HIS4* expression on the growth of *GS115* in YPA, *GS115*, *GS115‐His4,* and *GS115‐His4^Myc^* were cultured in YPA. The results indicate that, like *X33, GS115‐His4* and *GS115‐His4^Myc^* grew better than *GS115,* suggesting that expression of *HIS4* either from its promoter or from the *GAPDH* promoter reversed the growth defect of *GS115* cultured in YPA (Fig. 1E), indicating that histidine biosynthesis might be essential for the growth of *K. phaffii* in YPA.

### Histidinol dehydrogenase activity of *HIS4* is essential for the growth of *K. phaffii* in YPA

His4 is a trifunctional protein, catalyzing second, third, and the last reactions of the histidine biosynthetic pathway (Fig. 2A), with amino acids 1–275 encoding for phosphoribosyl‐AMP‐cyclohydrolase activity (His4A), 276–357 encoding for phosphoribosyl‐AMP‐phosphohydrolase activity (His4B), and residues 358–843 coding for the histidinol dehydrogenase activity (His4C) [17]. It is worth mentioning that the histidine biosynthetic pathway is involved not only in histidine production but also in the generation of 5‐aminoimidazole‐4‐carboxamide ribonucleotide (AICAR), which is an essential precursor for purine biosynthesis (Fig 2A). To understand whether His4 is affecting the growth of *GS115* in YPA by modulating histidine production or purine generation, the histidinol dehydrogenase activity of His4 was specifically abrogated. The catalytically active residues of histidinol dehydrogenase have been experimentally characterized in *Salmonella typhimurium* as His261 and His326 [18, 19, 20] and by sequence alignment, the corresponding residues of His4 in *K. phaffii* are identified as H670 and H737 (Fig. 2B). We mutated H670 and H737 to alanine, expressed them as Myc tagged proteins in *GS115,* and confirmed their expression by western blotting using anti‐Myc antibodies (Fig. 2C). *GS115* expressing mutant enzymes exhibited histidine auxotrophy when cultured in YNBD (His^‐^) agar plates, as expected (Fig. 2D). The growth kinetics of *GS115, X33, GS115‐His4^Myc^, GS115‐H670^Myc^, GS115‐H737^Myc^* in YPA medium indicates that strains carrying only the wildtype His4 but not the mutant enzymes restored growth of *GS115* in YPA (Fig. 2E), indicating that His4C, catalyzing the conversion of histidinol to histidine, is essential for the growth of *K. phaffii* in YPA.

**Fig. 2:**
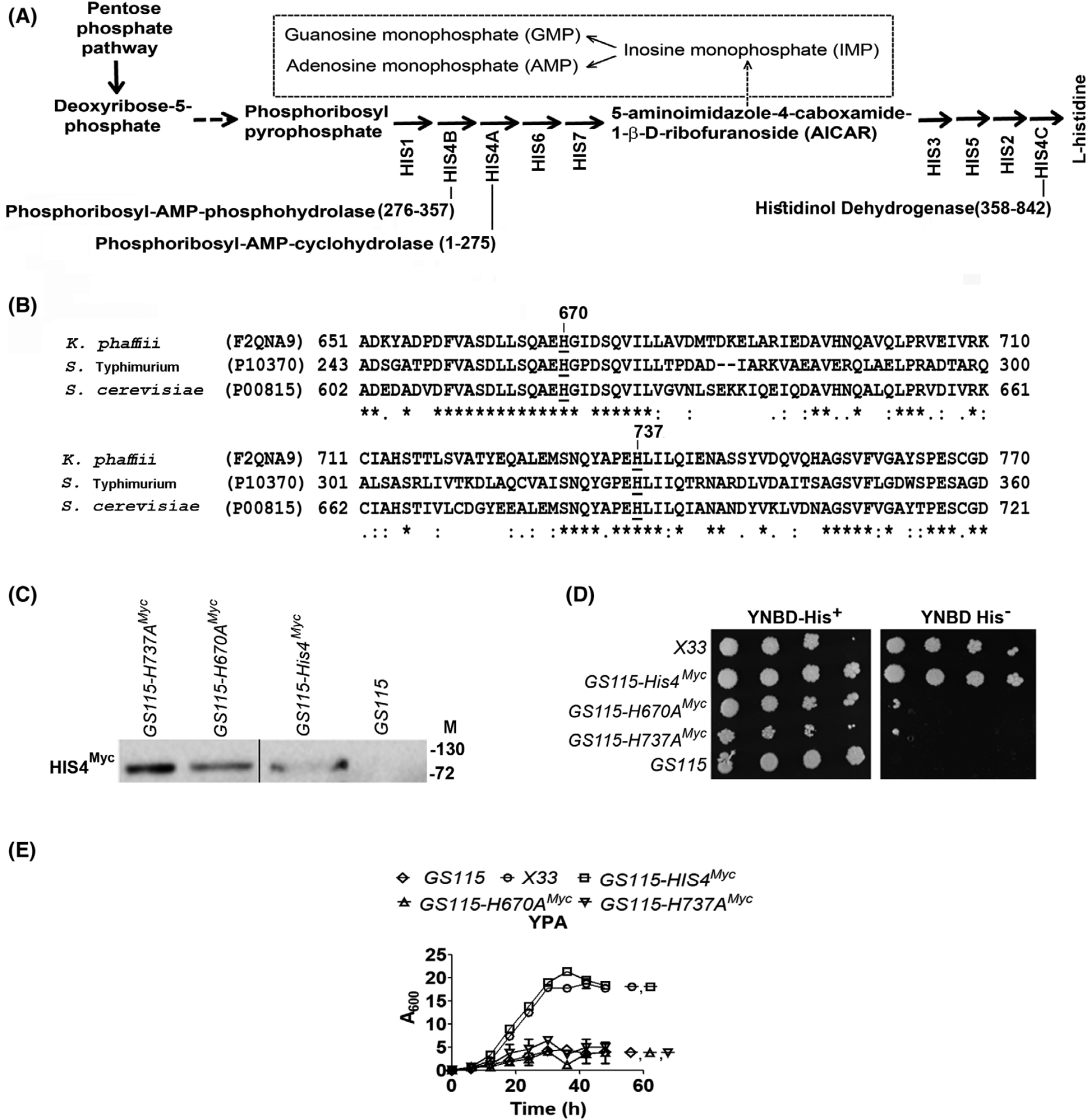
Analysis of the role of *HIS4* in the growth of *K. phaffii* in YPA. (A) Predicted histidine biosynthetic pathway of *K. phaffii*. Numbers in parentheses indicate amino acid residues of the trifunctional enzyme, HIS4 contributing to three different enzymatic activities (HIS4A, HIS4B, HIS4C). (B) Alignment of amino acid sequences of HIS4 of *K. phaffii*, *S. typhimurium,* and *S. cerevisiae*. Histidine residues essential for HIS4C activity are underlined. UniProt IDs are shown in parentheses. Numbers indicate amino acid residues. (C) Western blot analysis of lysates of *GS115* expressing Myc‐tagged HIS4 and HIS4 mutants using anti‐Myc tag antibodies. M, molecular weight markers (kDa). (D) Spot assay of various *K. phaffii* strains as indicated in histidine‐sufficient (His^+^) and ‐deficient (His^‐^) YNBD media. (E) Growth curves of different *K. phaffii* strains cultured in YPA, as indicated. Error bars in each figure indicate SD (*n* = 3).

### Supplementation of YPA with histidine reverses the growth defect of *K. phaffii GS115*

The results thus far indicate that conversion of histidinol to histidine by His4C is essential for the growth of *K. phaffii* in YPA. This led us to investigate the effect of supplementation of YPA with histidine on the growth of *GS115*. *GS115* is generally cultured in shake flasks in minimal media supplemented with 20 mg·L^−1^ or 130 µm of histidine, and hence 130 µm histidine is referred to as 1x in this study. To study the effect of histidine on the growth of *K. phaffii, GS115* and *X33* were cultured in YPA supplemented with 1x (YPAH^1x^), 2x (YPAH^2x^), 5x (YPAH^5x^), or 10x (YPAH^10x^) histidine, and their growth rates were compared. Histidine addition resulted in a significant increase in the growth rate of *GS115,* and peak growth rates were achieved at 5x concentration (Fig. 3A). Hence, YPAH^5x^ was used for further studies. It should be noted that histidine supplementation of YPA enhanced the growth of *GS115* but not *X33* (Fig. 3A).

**Fig. 3:**
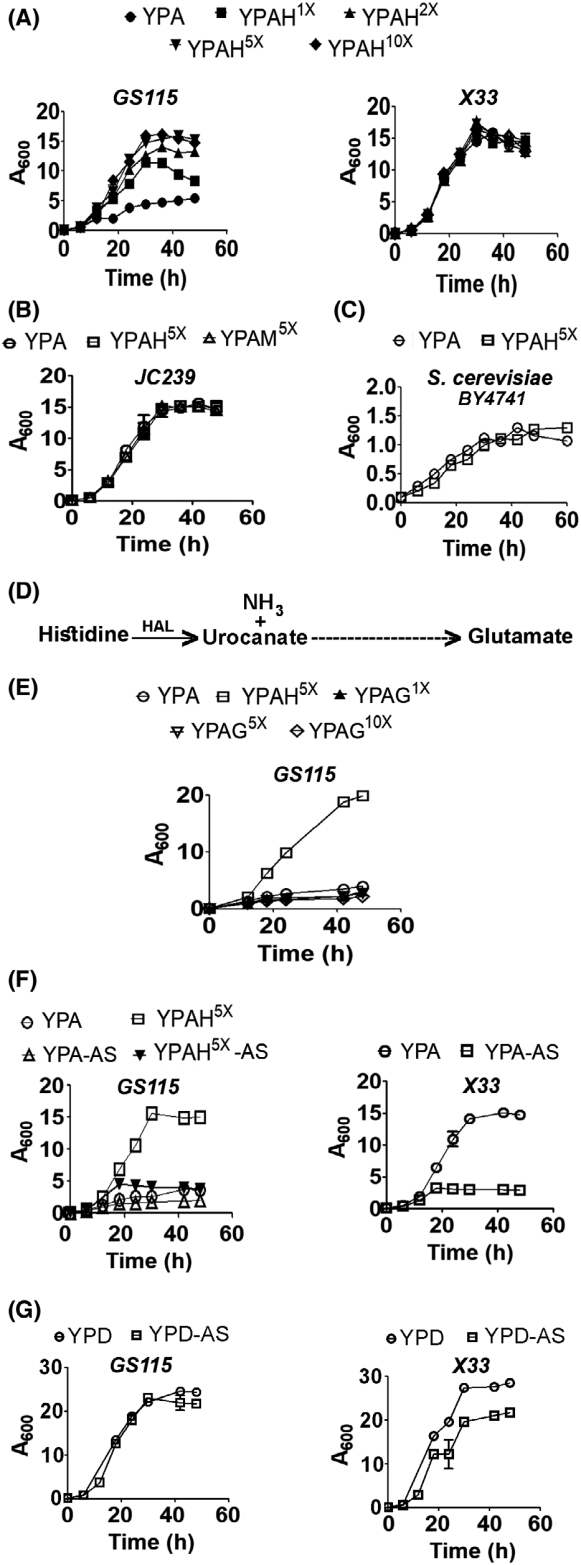
Effect of supplementation of amino acids alone or amino acids and ammonium sulphate on the growth of *K. phaffii* and *S. cerevisiae* cultured in YPA and YPD. (A–C) Growth curves of *K. phaffii GS115, X33,* and *JC239,* as well as *S. cerevisiae BY4741* strains in YPA supplemented with different concentrations of histidine (YPAH) or methionine (YPAM). 1x histidine/methionine is 130 µm (20 mg·L^−1^). Error bars in each figure indicate SD (*n* = 3). (D) Schematic representation of histidine catabolism by the histidine utilization pathway [21, 22]. HAL, Histidine ammonia lyase. (E) Growth curve of *K. phaffii GS115* in YPA supplemented with different concentrations of glutamate (YPAG). 1x glutamate is 130 µm (20 mg·L^−1^). (F and G) Growth curves of *K. phaffii GS115* and *X33* strains cultured in YPA, YPAH5x, or YPD media in the presence or absence of 0.5% ammonium sulphate. Error bars in each figure indicate SD (*n* = 3).

Next, we assessed the growth of *JC239*, a methionine auxotroph, in the absence and presence of excess methionine or histidine in YPA. The results, however, indicate that the addition of 5x methionine or 5x histidine to YPA did not affect the growth of *JC239* (Fig. 3B). Further, *S. cerevisiae BY4741*, a histidine auxotroph, was cultured in YPA and YPAH^5x^. The results indicate that histidine does not affect the growth of *S. cerevisiae BY4741* (Fig. 3C), suggesting that histidine‐mediated growth is a unique property of *K. phaffii* histidine auxotroph.

Histidine is metabolized to urocanate and ammonia and subsequently to glutamate and formate in bacteria and mammals via the histidine utilization pathway [21, 22] (Fig. 3D). It is possible that a metabolite derived from histidine such as urocanate rather than histidine per se facilitates the growth of *K. phaffii* cultured in YPA. The *K. phaffii* genome does not encode histidine ammonia‐lyase, which catalyzes the conversion of histidine to urocanate. However, histidine may be converted to glutamate by a yet‐to‐be‐discovered pathway in *K. phaffii*. Glutamate, thus generated from histidine catabolism, can enter the TCA cycle via its conversion to α‐ketoglutarate catalyzed by glutamate dehydrogenase and contributes to ATP generation, gluconeogenesis, and growth. If this were to be accurate, glutamate should enhance the growth of *GS115* as efficiently as histidine. However, growth of *GS115* was not enhanced when cultured in YPA containing 5x (YPAG^5x^) or 10x glutamate (YPAG^10x^) (Fig. 3E), suggesting that glutamate derived from histidine is unlikely to be the growth promoter of *GS115*. To examine whether ammonium derived from histidine catabolism is contributing to growth, we cultured *K. phaffii* cultured in YPA supplemented with ammonium sulfate (AS). Surprisingly, AS inhibited the growth of *GS115* in YPAH^5x^ as well as *X33* in YPA (Fig. 3F), but not in YPD (Fig. 3G). Taken together, these results indicate that neither glutamate nor ammonium derived from histidine catabolism is contributing to the growth of *K. phaffii* metabolizing acetate in the presence of yeast extract and peptone.

### Identification of histidine responsive genes of *K. phaffii*

In the present study, growth promotion of *K. phaffii* was observed not only by histidine added to the culture medium but also by histidine biosynthesized intracellularly, thus ruling out the involvement of signaling pathways mediated by cell surface proteins. We reasoned that histidine‐mediated growth of *K. phaffii* cultured in YPA may involve the regulation of expression of genes via a yet‐to‐be‐discovered intracellular signaling pathway. Since signal transduction pathways ultimately culminate in the regulation of gene expression, we examined whether intracellular biosynthesis of histidine or histidine acquired from the culture medium can alter the gene expression profile of *K. phaffii*. A genome‐wide, high‐throughput RNA‐Seq was carried out with RNA isolated from *GS115* and *X33* cultured in YPA as well as *GS115* cultured in YPAH^5x^ (Table S1). 

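RNA of 6 libraries was sequenced, 2 from each of 3 kinds of culture grown for 24 h: *GS115* in YPA (libraries A and B), *X33* in YPA (libraries C and D) and *GS115* in YPA with 650 µM histidine (YPAH 5x, libraries E and F). *HIS4*, which is defective in the auxotroph *GS115* and intact in the prototroph *X33*, was transcribed in all of them. Its level was 365 and 501 CPM (read counts scaled by the library's total and TMM) in *GS115*-YPA, 187 and 220 CPM in *X33*-YPA, and 207 and 181 CPM in *GS115*-YPAH 5x. *HIS4* transcripts were thus downregulated relative to *GS115*-YPA in *X33*-YPA (log2 fold change -1.09, SE 0.18, adjusted p = 0.000477 from edgeR) and in *GS115*-YPAH 5x (log2 fold change -1.15, SE 0.18, adjusted p = 0.000433 from edgeR). Transcripts of the defective and the intact allele are counted alike, so these levels do not check the strain labels. The libraries held 36352356 and 43237903 counts in *GS115*-YPA, 32194047 and 41788229 in *X33*-YPA, and 43447246 and 38282355 in *GS115*-YPAH 5x. The most abundant transcript, BQ9382_C3-5235, annotated as the Hsp70 chaperone Ssa3p, took between 4.87% and 7.32% of the counts of a library, and the 10 most abundant together took 28.5% and 27.5% in *GS115*-YPA and between 21.4% and 23.1% in the other groups. Duplicates differed by more than sampling noise, most in *GS115*-YPA: the correlation of log2 CPM across genes, which are not independent replicates, was 0.986 in *GS115*-YPA, 0.993 in *X33*-YPA and 0.996 in *GS115*-YPAH 5x. The first principal component of the 500 most variable genes held 83.7% of the variance and separated *GS115*-YPA from both other groups, and the second held 13.7% and separated *X33*-YPA from *GS115*-YPAH 5x. The deposited values are read counts per gene, made by the authors with 1 column per library. From these counts, 5426 genes were tested with edgeR's quasi-likelihood test with TMM scaling, and all 6 libraries entered 1 fit. A gene was called differentially expressed at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change of at least 2, and "rose" or "fell" without such a threshold refers to an adjusted p under 0.05 alone. These choices and 34 lists of genes were fixed before the data were examined. With 2 libraries per group, the p-values set a difference against the spread between duplicate cultures, estimated over all 3 groups together. The spread of *GS115*-YPA thus also enters the comparison of *X33*-YPA with *GS115*-YPAH 5x. The typical SE of a log2 fold change was 0.16.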

The raw data files have been submitted to the GEO database with an accession number GSE174633. *GS115* cultured in YPA (*GS115*‐YPA) was used as a control for comparing the transcriptomes, and a *P‐*value <0.05 and log2‐fold change of ±2 was set as the threshold. 

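Genes for cytosolic ribosomal proteins, the protein part of the translation machinery, were mostly upregulated relative to *GS115*-YPA. Of 82 such genes, 76 rose, 1 fell and 5 did not pass the test in *X33*-YPA (the same counts when adjusted over the list alone), with a median log2 fold change of 1.21. In *GS115*-YPAH 5x, 54 rose, 4 fell and 24 did not pass (56 and 5 when adjusted over the list alone), with a median of 0.53. The number that rose in *GS115*-YPAH 5x was 32 without *GS115*-YPAH 5x library E and 35 without F, and the number that fell was 2 and 1. In *X33*-YPA, 2 fell without *GS115*-YPA library A, and the 1 that fell no longer passed without *X33*-YPA library C. *RPS2*, which encodes a protein of the small subunit, had a log2 fold change of 1.05 (SE 0.14) in *X33*-YPA and 1.03 (SE 0.14) in *GS115*-YPAH 5x (adjusted p = 0.000102 and 0.000159 from edgeR). Of 24 genes for acetate use, the glyoxylate cycle and gluconeogenesis, 12 rose and 5 fell in *X33*-YPA, and 15 rose and 4 fell in *GS115*-YPAH 5x (the same counts when adjusted over the list alone; 2 fell in *GS115*-YPAH 5x without *GS115*-YPA library B or *GS115*-YPAH 5x library F). BQ9382_C2-2770, annotated as acetyl-coenzyme A synthetase, the enzyme that joins acetate to coenzyme A, rose with log2 fold changes of 1.80 and 1.74. The mitochondrial succinate-fumarate carrier gene *SFC1* rose with log2 fold changes of 1.12 and 1.41, whereas BQ9382_C4-4310, annotated as malate synthase, fell in *X33*-YPA (-0.94) and did not pass the test in *GS115*-YPAH 5x (0.26), with a direct difference of -1.20 (SE 0.15). At any fold, 1812 genes were higher and 1778 lower in *X33*-YPA than in *GS115*-YPA, and 1836 did not pass. In *GS115*-YPAH 5x, 1667 were higher, 1579 lower and 2180 did not pass. Of the 34 lists, 20 moved together against the other genes in *X33*-YPA and 18 in *GS115*-YPAH 5x in a camera test with a preset correlation between genes of 0.01, and none did with a correlation estimated from these 6 libraries. The acetate list was among them in *X33*-YPA (adjusted p = 0.0201 from camera on edgeR's counts, adjusted p = 0.361 with an estimated correlation) and in *GS115*-YPAH 5x (adjusted p = 0.0109 from camera on edgeR's counts, adjusted p = 0.361 with an estimated correlation). The ribosomal protein list was as well in *X33*-YPA (adjusted p = 7.32e-14 from camera on edgeR's counts, adjusted p = 0.339 with an estimated correlation) and in *GS115*-YPAH 5x (adjusted p = 0.0017 from camera on edgeR's counts, adjusted p = 0.666 with an estimated correlation). The camera test with an estimated correlation rests on 3 residual degrees of freedom, which leaves it little power. Its adjusted p-values therefore do not decide whether correlation between genes accounts for a call.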

The results indicate that histidine taken up by *GS115* cultured in YPA (*GS115*‐YPAH^5x^) or synthesized intracellularly in *X33* (*X33*‐YPA) alters the transcriptome of *K. phaffii* (Fig. 4A–C).

**Fig. 4:**
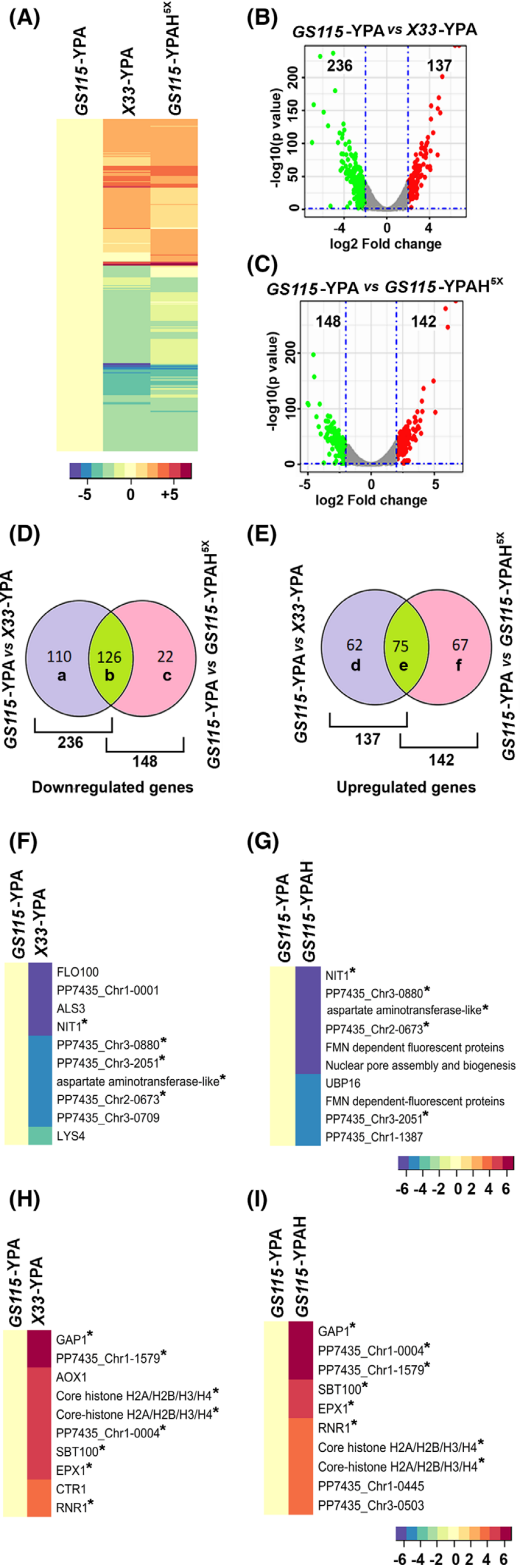
Effect of histidine on *K. phaffii* transcriptome. (A–C) Heat map and Volcano plots depicting overall change in the mRNA profile in the presence of histidine. (D,E) Venn diagrams representing the number of genes in each sector. b and e depict shared differentially expressed genes in both the test conditions, whereas a, c, d, f depict exclusive down‐ or upregulated genes. (F,G) Topmost downregulated genes are presented in heat maps. (H,I) Topmost upregulated genes are presented in heat maps. Asterisks depict the shared genes in histidine synthesized vs. histidine‐ supplemented conditions. Even though *GS115/X‐33* was used for RNAseq, gene names are derived from *CBS7435,* since the CBS7435 genome sequence has been analyzed more carefully and annotated manually.

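Genes of DNA replication and of the proteasome differed from *GS115*-YPA in both *X33*-YPA and *GS115*-YPAH 5x. Of 39 genes of DNA replication and nucleotide reduction, 25 rose and 1 fell in *X33*-YPA (26 and 1 when adjusted over the list alone), and 24 rose and 4 fell in *GS115*-YPAH 5x (25 and 4 when adjusted over the list alone; 2 fell in *GS115*-YPAH 5x without *GS115*-YPAH 5x library E and 1 without F, and 2 in *X33*-YPA without *GS115*-YPA library B). The flap endonuclease gene *RAD27* had a log2 fold change of 2.85 (SE 0.19) in *X33*-YPA and 2.20 (SE 0.19) in *GS115*-YPAH 5x, and the replication licensing factor gene *MCM3* had 2.13 and 1.84. Of 31 genes of the proteasome, which degrades ubiquitinated proteins, 29 fell and 2 did not pass the test in *X33*-YPA, and 27 fell and 4 did not pass in *GS115*-YPAH 5x (the same counts when adjusted over the list alone). Its regulatory subunit gene *RPN9* had a log2 fold change of -1.22 (SE 0.14) in *X33*-YPA and -1.20 (SE 0.14) in *GS115*-YPAH 5x. Compared directly, 9 of the replication genes were higher and 3 lower in *X33*-YPA than in *GS115*-YPAH 5x (the same counts when adjusted over the list alone), and 7 of the proteasome genes were lower (2 when adjusted over the list alone). Without any 1 of libraries C to F, at most 4 of the replication genes were higher and at most 2 of the proteasome genes lower, and without library D 1 of the replication genes was lower. Across the 5426 genes, the log2 fold changes of both comparisons had a correlation of 0.823, and 79.8% of genes had the same sign. The comparisons share the *GS115*-YPA libraries, and 50 simulations of unchanged groups against simulated shared controls gave a correlation of 0.498 (range 0.473 to 0.526) and the same sign in 66.6% of genes. The covariance was 0.932, of which the shared controls gave 0.0207 in the simulations, leaving 0.911. The simulations gave all groups the same spread for each gene, whereas duplicates differed most in *GS115*-YPA. There the SD of the log2 difference was 0.347, against 0.244 in *X33*-YPA and 0.188 in *GS115*-YPAH 5x, so 0.0207 may be too low. Genes are not independent replicates. With separate controls, library A for *X33*-YPA and library B for *GS115*-YPAH 5x, the correlation was 0.850 and the covariance 0.943, and with the controls exchanged they were 0.694 and 0.846. 

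**Figure D1:**
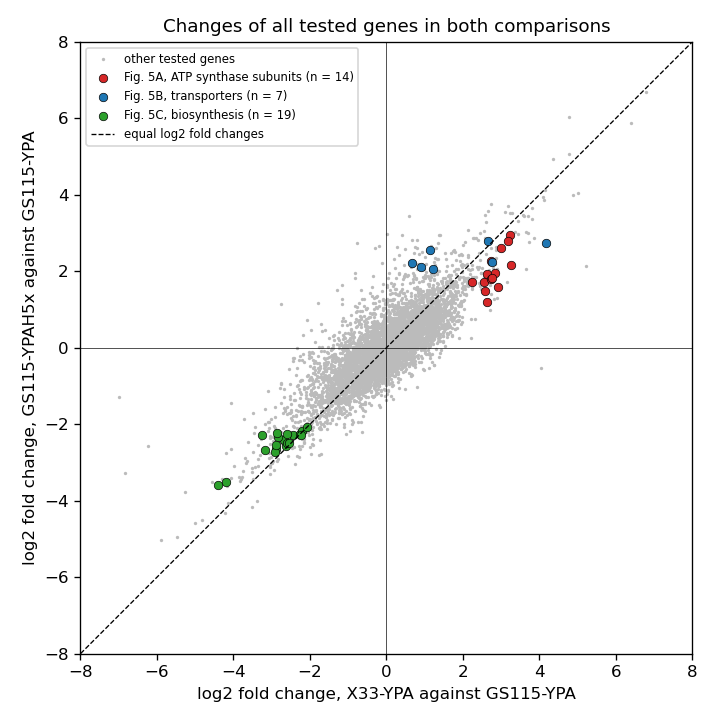
Log2 fold change of each tested gene in *X33*-YPA (horizontal axis) against that in *GS115*-YPAH5x (vertical axis), both relative to *GS115*-YPA, with the genes of Fig. 5A to C that match a gene of the count table coloured. The 14 ATP synthase genes and the 7 transporter genes lie above 0 on both axes, and the 19 biosynthesis genes lie below -2 on both.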

Interestingly, the overall changes in the transcriptome of *X33*‐YPA are similar to that of *GS115*‐YPAH^5x^. 

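The listed genes under nitrogen catabolite repression, which serve the use of poorer nitrogen sources, moved in both directions relative to *GS115*-YPA. Of 19 such genes, 9 fell and 6 rose in *X33*-YPA, and 10 fell and 7 rose in *GS115*-YPAH 5x (the same counts when adjusted over the list alone). The list did not move as a whole in either (adjusted p = 0.573 and 0.67 from camera on edgeR's counts). It was matched by symbol alone. The general amino acid permease gene BQ9382_C1-1685 and the proline permease gene BQ9382_C2-3380, which rose in both comparisons, are not in it. The list thus does not speak for all genes under this repression. Among its members that fell were *DUR1,2*, which encodes urea amidolyase, with a log2 fold change of -3.62 (SE 0.23) in *X33*-YPA and -2.45 (SE 0.21) in *GS115*-YPAH 5x, and *DAL1*, which encodes allantoinase, with -2.62 and -2.04. *PUT2* and *GDH2*, for the breakdown of proline and glutamate, were among its members that rose, with log2 fold changes of 2.39 and 2.06 for *PUT2* and 1.18 and 1.84 for *GDH2*. *URB2*, which encodes a nucleolar protein of ribosome biogenesis, had log2 fold changes of -2.27 and -2.65 and was called in both comparisons. Its list did not move as a whole (adjusted p = 0.848 and 0.435 from camera on edgeR's counts). Of 118 genes, 29 rose and 29 fell in *X33*-YPA (28 and 27 when adjusted over the list alone; 17 rose without *X33*-YPA library C). In *GS115*-YPAH 5x, 24 rose and 36 fell (23 and 36 when adjusted over the list alone; 22 fell without *GS115*-YPAH 5x library F). The fold threshold was passed by 1 of these genes in each comparison. At an adjusted p under 0.05 and a log2 fold change of -2 or less, edgeR called 231 genes lower in *X33*-YPA and 147 in *GS115*-YPAH 5x, and 126 of them in both. Independent lists of these sizes would share 6.26 genes. Simulated unchanged groups with shared controls shared 0, but unchanged groups give almost no calls, so this overlap was fixed in advance. It does not show how far shared controls raise the overlap of longer lists. With a separate control library for each comparison, 122 or 117 genes were called lower in both.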

Among the 236 and 148 genes downregulated in *X33*‐YPA and *GS115*‐YPAH^5x,^, respectively, 126 are downregulated in both (Fig. 4D). Similarly, among the 137 and 142 genes upregulated in *X33*‐YPA and *GS115*‐YPAH^5x,^, respectively, 75 are upregulated in both (Fig. 4E). Also, five of the ten most downregulated genes and eight among the ten most upregulated genes are shared between *GS115*‐YPAH^5x^ and *X33*‐YPA (Fig. 4F–I). Thus, histidine responsive genes, which are activated or repressed in *K. phaffii* histidine auxotroph (*GS115*) cultured in YPAH (*GS115*‐YPAH^5x^) as well as *K. phaffii* prototroph (*X33*) cultured in YPA (*X33*‐YPA) may have a key role in promoting the growth of *P. pastoris* cultured in YPA. 

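Genes of ergosterol biosynthesis, which makes the main sterol of fungal membranes, were prominent in both comparisons with *GS115*-YPA. Of 21 such genes, 17 rose, 2 fell and 2 did not pass the test in *X33*-YPA, and 16 rose, 1 fell and 4 did not pass in *GS115*-YPAH 5x (the same counts when adjusted over the list alone). The gene that fell in *GS115*-YPAH 5x no longer passed without *GS115*-YPA library A or *GS115*-YPAH 5x library E or F, and 2 fell without *GS115*-YPA library B. *ERG10*, which encodes acetyl-CoA acetyltransferase at the start of the pathway, had a log2 fold change of 2.41 (SE 0.14) in *X33*-YPA and 2.13 (SE 0.14) in *GS115*-YPAH 5x (adjusted p = 7.73e-07 and 2.02e-06 from edgeR). *ERG6*, the sterol methyltransferase gene, had log2 fold changes of 2.11 and 2.18, so that both genes passed the fold threshold in both comparisons. The list moved against the other genes in *X33*-YPA (adjusted p = 2.91e-06 from camera on edgeR's counts, adjusted p = 0.263 with an estimated correlation) and in *GS115*-YPAH 5x (adjusted p = 1.72e-06 from camera on edgeR's counts, adjusted p = 0.256 with an estimated correlation). At the paper's thresholds, edgeR called 138 genes higher in *X33*-YPA and 142 in *GS115*-YPAH 5x, and 76 of them in both. Independent lists of these sizes would share 3.61 genes. The simulations of unchanged groups shared at most 1, which their near-empty lists fixed in advance. With separate controls, 75 or 74 genes were called higher in both.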

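BQ9382_C1-1685, annotated as a general amino acid permease, led the upregulated genes of both comparisons. The other 7 shared genes among the 10 most upregulated are given here with their log2 fold changes in *X33*-YPA and *GS115*-YPAH 5x. BQ9382_C1-8235, annotated as the RNA polymerase II subunit RPB1, had 6.41 (SE 0.19) in *X33*-YPA and 5.88 (SE 0.18) in *GS115*-YPAH 5x. The core histone genes BQ9382_C2-1155 and BQ9382_C2-1150 had 5.01 and 4.04, and 4.89 and 4.00. BQ9382_C2-6105, annotated as a subtilisin-like protease, had 4.78 and 5.08, and BQ9382_C1-0020, a predicted protein, had 4.78 and 6.05. *EPX1*, annotated as a venom allergen, had 4.36 and 4.93, and BQ9382_C1-3085, a ribonucleotide reductase subunit gene, had 4.15 and 4.14. *AOX1*, the alcohol oxidase of methanol use, was among the 10 in *X33*-YPA alone, with 10.8 ± 0.159 CPM (SD, n = 2) in *GS115*-YPA, 400 ± 41.3 CPM in *X33*-YPA and 47.4 ± 4.99 CPM in *GS115*-YPAH 5x. The difference in *AOX1* between *X33*-YPA and *GS115*-YPAH 5x was a log2 fold change of 3.08 (SE 0.16, adjusted p = 6.85e-06 from edgeR). The 5 shared genes among the 10 most downregulated included the nitrilase gene *NIT1*, with a log2 fold change of -5.90 (SE 0.26) in *X33*-YPA and -5.03 (SE 0.25) in *GS115*-YPAH 5x. BQ9382_C3-4655, a predicted protein, had -5.48 and -4.95, and BQ9382_C4-4560, annotated as aminotransferase-like, had -5.02 and -4.58. BQ9382_C2-3665, with an NAD(P)-binding fold, had -4.83 and -4.51. BQ9382_C3-3415, annotated as a methylthioribose-phosphate isomerase, had -5.27 and -3.76, and its call in *GS115*-YPAH 5x was lost with edgeR's robust option. Among the 10 in *X33*-YPA alone were the adhesin genes BQ9382_C1-8280 (-7.00) and *ALS3* (-6.22), and among the 10 in *GS115*-YPAH 5x alone was *UBP16*, a deubiquitinating enzyme of the mitochondrial outer membrane (-4.07). Histone and adhesin genes have close copies, so their values are uncertain where reads were shared.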

Further analysis of histidine‐responsive genes differentially expressed in both *GS115*‐YPAH^5x^ and *X33*‐YPA (b and e of Fig. 4D,E) revealed that 14 genes described as nuclear‐encoded subunits of mitochondrial F1F0 ATP synthase, involved in oxidative phosphorylation (Fig. 5A, top panel), are upregulated in *GS115*‐YPAH^5x^ as well as *X33*‐YPA. 

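All 14 genes for subunits of the mitochondrial ATP synthase, which couples the proton gradient to ATP synthesis, were higher than in *GS115*-YPA in both *X33*-YPA and *GS115*-YPAH 5x at an adjusted p under 0.05 from edgeR, also when adjusted over the list alone. *ATP1*, for the alpha subunit, had 609 ± 70.8 CPM (SD, n = 2) in *GS115*-YPA, 5518 ± 383 CPM in *X33*-YPA and 4216 ± 10.4 CPM in *GS115*-YPAH 5x. Its log2 fold change was 3.18 (SE 0.16, adjusted p = 3.99e-07 from edgeR) in *X33*-YPA and 2.79 (SE 0.16, adjusted p = 1.14e-06 from edgeR) in *GS115*-YPAH 5x. *ATP16*, for the delta subunit of the central stalk, had the largest change of the 14 in *X33*-YPA (3.27, SE 0.16), and *ATP2*, for the beta subunit, had the largest in *GS115*-YPAH 5x (2.95, SE 0.15). The smallest were those of *ATP20*, for subunit g, in *X33*-YPA (2.25) and of BQ9382_C3-6325, annotated as the K chain, in *GS115*-YPAH 5x (1.20). The median log2 fold change was 2.75 in *X33*-YPA and 1.88 in *GS115*-YPAH 5x. The fold threshold was passed by 14 of the 14 in *X33*-YPA and by 5 in *GS115*-YPAH 5x, namely *ATP1*, *ATP2*, *ATP3*, *ATP4* and *ATP16*. The genes are those of Fig. 5A, which the study chose on these samples, so their direction is not independent evidence. The list fixed from ATP synthase subunits holds the same 14 genes, so the same limit applies to it. That list moved against the other genes in *X33*-YPA (adjusted p = 1.22e-18 from camera on edgeR's counts, adjusted p = 0.263 with an estimated correlation) and in *GS115*-YPAH 5x (adjusted p = 8.21e-13 from camera on edgeR's counts, adjusted p = 0.256 with an estimated correlation).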

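*ARC1*, whose product is a partner of aminoacyl-tRNA synthetases, had 270 ± 35.3 CPM (SD, n = 2) in *GS115*-YPA, 116 ± 11.2 CPM in *X33*-YPA and 142 ± 4.33 CPM in *GS115*-YPAH 5x. Its log2 fold change was -1.21 (SE 0.15, adjusted p = 7.17e-05 from edgeR) in *X33*-YPA and -0.93 (SE 0.15, adjusted p = 0.000505 from edgeR) in *GS115*-YPAH 5x, below the fold threshold in both. BQ9382_C2-5315, a second gene with the same description, fell as well, with log2 fold changes of -0.74 and -0.89. The glutamyl-tRNA synthetase gene *GUS1* had a log2 fold change of -1.14 (SE 0.14) in *X33*-YPA and -1.33 (SE 0.14) in *GS115*-YPAH 5x, and BQ9382_C3-1235, annotated as a lysine-tRNA ligase, had -2.40 and -2.26. Of 36 genes for aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 15 fell, 7 rose and 14 did not pass the test in *X33*-YPA (15 fell and 6 rose when adjusted over the list alone). In *GS115*-YPAH 5x, 15 fell, 7 rose and 14 did not pass, also when adjusted over the list alone (4 rose without *GS115*-YPA library A, *X33*-YPA library C or D, or *GS115*-YPAH 5x library F, and 3 without *GS115*-YPAH 5x library E). The list did not move as a whole in *X33*-YPA (adjusted p = 0.142 from camera on edgeR's counts) or in *GS115*-YPAH 5x (adjusted p = 0.0519), but passed in *GS115*-YPAH 5x with upper-quartile scaling (0.0395), without *GS115*-YPA library A (0.0342) and without *GS115*-YPAH 5x library E (0.0496).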

Further, *ARC1,* annotated as a protein that binds tRNA and methionyl‐ and glutamyl‐tRNA synthetases (https://www.uniprot.org/uniprot/P46672), is downregulated in *GS115*‐YPAH^5x^ and *X33*‐YPA. When *ARC1* is downregulated, methionyl‐tRNA synthetase localizes to the nucleus and activates the transcription of several genes involved in oxidative phosphorylation, including those encoding mitochondrial F1F0 ATP synthase [23, 24]. 

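*CTR1*, which encodes a high-affinity copper transporter, had 158 ± 3.76 CPM (SD, n = 2) in *GS115*-YPA, 2836 ± 152 CPM in *X33*-YPA and 1049 ± 119 CPM in *GS115*-YPAH 5x, log2 fold changes of 4.17 and 2.73. The siderophore transporter gene *SIT1-1* rose with a log2 fold change of 2.78 (SE 0.21) in *X33*-YPA and 2.26 (SE 0.20) in *GS115*-YPAH 5x. BQ9382_C2-6955 and BQ9382_C3-4765, annotated as ferrioxamine B transporters, rose with log2 fold changes of 0.90 and 2.13 and of 2.66 and 2.79, and reads of such close copies may be shared. *TAT2*, annotated as a general amino acid permease, and the arginine permease gene *LYP1* rose in *GS115*-YPAH 5x (2.06 and 2.55) and in *X33*-YPA (1.23 and 1.15). *CWH43*, a sensor or transporter of cell wall biogenesis, rose by 2.23 in *GS115*-YPAH 5x and 0.67 in *X33*-YPA, where it did not pass without *X33*-YPA library C. These 7 genes of Fig. 5B rose in both comparisons at an adjusted p under 0.05 from edgeR, also when adjusted over the list alone. The fold threshold was passed by 3 in *X33*-YPA and by 7 in *GS115*-YPAH 5x (3 without *GS115*-YPA library A, 5 without *GS115*-YPAH 5x library E). The study chose them on these samples, so this is not independent evidence. The other 7 names of Fig. 5B matched 16 genes by description, of which 9 rose in both comparisons at an adjusted p under 0.05 from edgeR, at least 1 for each of the 7 names. These names too were chosen on these samples, so this is not independent evidence either. Of all 5426 tested genes, 1255 rose in both. Of the pair that fits the proline permease, BQ9382_C2-3380 rose by 3.65 and 3.02 and BQ9382_C2-6320 did not pass the test (-0.35 and 0.31). Of the pair that fits the methionine permease, BQ9382_C2-5105 rose by 3.17 and 3.70, and BQ9382_C3-6435 fell in both, with -0.89 in *GS115*-YPAH 5x.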

Another set of genes upregulated in both *GS115*‐YPAH^5x^ and *X33*‐YPA include those annotated as general amino acid, proline, methionine, arginine, and dicarboxylic amino acid permeases and transporters such as iron transporter, copper transporter, siderophore ion transporter, and ferrioxamine B transporter (Fig. 5B). Genes that are downregulated in both *GS115*‐YPAH^5x^ and *X33*‐YPA include those encoding enzymes involved in the biosynthesis of amino acids and micronutrients (Fig. 5C). 

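*LYS4*, the homoaconitase gene of lysine biosynthesis, had 276 ± 37.2 CPM (SD, n = 2) in *GS115*-YPA, 13 ± 1.23 CPM in *X33*-YPA and 22.9 ± 3.61 CPM in *GS115*-YPAH 5x, a log2 fold change of -4.40 (SE 0.19) in *X33*-YPA and -3.59 (SE 0.18) in *GS115*-YPAH 5x. *ARG3*, the ornithine carbamoyltransferase gene of arginine biosynthesis, had log2 fold changes of -4.19 and -3.50 (adjusted p = 1.45e-07 and 5.96e-07 from edgeR), and *HIS5*, an aminotransferase gene of histidine biosynthesis, had -2.61 and -2.57. *THI4* and *PAN6*, for the thiazole of thiamine and for pantothenate, had log2 fold changes of -2.22 and -2.28 for *THI4* and -2.27 and -2.26 for *PAN6*. All 19 genes of Fig. 5C with 1 match in the count table were called lower in both comparisons, also when adjusted over the list alone, with medians of -2.67 in *X33*-YPA and -2.42 in *GS115*-YPAH 5x (15 called in *GS115*-YPAH 5x without *GS115*-YPA library B, 18 without *GS115*-YPAH 5x library E). The study chose them on these samples, so this is not independent evidence. Among pathway lists, 8 of 10 genes of arginine biosynthesis fell in *X33*-YPA and 7 in *GS115*-YPAH 5x, and *ARG7* rose in both (1.73 and 1.19). Of 7 genes of lysine biosynthesis, 6 fell in each comparison and the homocitrate synthase gene *LYS21* rose (1.21 and 0.59). Of 7 genes of histidine biosynthesis, 5 fell in each comparison and 1 rose in *GS115*-YPAH 5x, which no longer passed without library B, C, D, E or F. Of 9 genes for branched-chain amino acids, 8 fell in each and 1 rose in *X33*-YPA. Of 14 for aromatic amino acids, 11 fell in each and 1 rose in *X33*-YPA. Of 22 genes for thiamine, pyridoxine, biotin, pantothenate and NAD, 11 fell and 5 rose in *X33*-YPA, and 8 fell and 4 rose in *GS115*-YPAH 5x (3 rose in *X33*-YPA without *X33*-YPA library D, and 2 in *GS115*-YPAH 5x without *X33*-YPA library C or D or *GS115*-YPAH 5x library E, 1 without F). These list counts were the same when adjusted over the list alone. Of 26 genes for sulfur amino acids, 16 fell and 5 rose in *X33*-YPA (17 fell when adjusted over the list alone), and 14 fell and 5 rose in *GS115*-YPAH 5x (the same counts when adjusted over the list alone). Of 16 genes for glutamate, glutamine, serine, glycine, proline and asparagine, 10 fell and 3 rose in *X33*-YPA, and 7 fell and 4 rose in *GS115*-YPAH 5x (the same counts when adjusted over the list alone). That list did not move as a whole (adjusted p = 0.125 and 0.67 from camera on edgeR's counts), but passed in *X33*-YPA without *GS115*-YPA library A (0.0254). The arginine list moved against the other genes in *X33*-YPA (adjusted p = 8.85e-06 from camera on edgeR's counts, adjusted p = 0.263 with an estimated correlation) and in *GS115*-YPAH 5x (adjusted p = 1.72e-06 from camera on edgeR's counts, adjusted p = 0.256 with an estimated correlation). The pathway lists share genes with Fig. 5C, such as *ARG3* and *LYS4*, so their directions are not independent evidence either.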

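Compared directly, *X33*-YPA had higher levels of ATP synthase genes than *GS115*-YPAH 5x. Of the 14 subunit genes, 11 were higher in *X33*-YPA and 3 did not pass the test at an adjusted p under 0.05 from edgeR (13 higher when adjusted over the list alone), with a median log2 fold change of 0.86 (adjusted p = 1.57e-06 from camera on edgeR's counts, adjusted p = 0.695 with an estimated correlation). With a library of these groups left out, the median lay between 0.73 (without *X33*-YPA library D) and 0.93 (without *X33*-YPA library C). In edgeR's test against a log2 fold change of 1, 0 of the 14 passed. *ATP16* was higher by 1.10 (SE 0.14), and *TIM11*, which encodes subunit e, by 1.33 (SE 0.16). Of the 7 transporter genes, *CTR1* was higher in *X33*-YPA (1.43, SE 0.15), and BQ9382_C2-6955, *TAT2*, *LYP1* and *CWH43* were lower, with log2 fold changes of -1.23, -0.83, -1.40 and -1.56 (2 higher and 4 lower when adjusted over the list alone, and 2 higher without *GS115*-YPA library A or B). Of the 19 biosynthesis genes, 6 were lower in *X33*-YPA, among them *LYS4* (-0.81, SE 0.17), and 13 did not pass the test (the same counts when adjusted over the list alone), with a median log2 fold change of -0.23. The number lower was 3 without *X33*-YPA library C or *GS115*-YPAH 5x library E, and 1 without *X33*-YPA library D or *GS115*-YPAH 5x library F. These differences were all under the fold threshold. From the changes that *X33*-YPA and *GS115*-YPAH 5x share relative to *GS115*-YPA in ATP synthase, transporter and biosynthesis genes, the paper proposes a chain from respiration, import and spared biosynthesis to ATP and then to growth. 

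**Figure D2:**
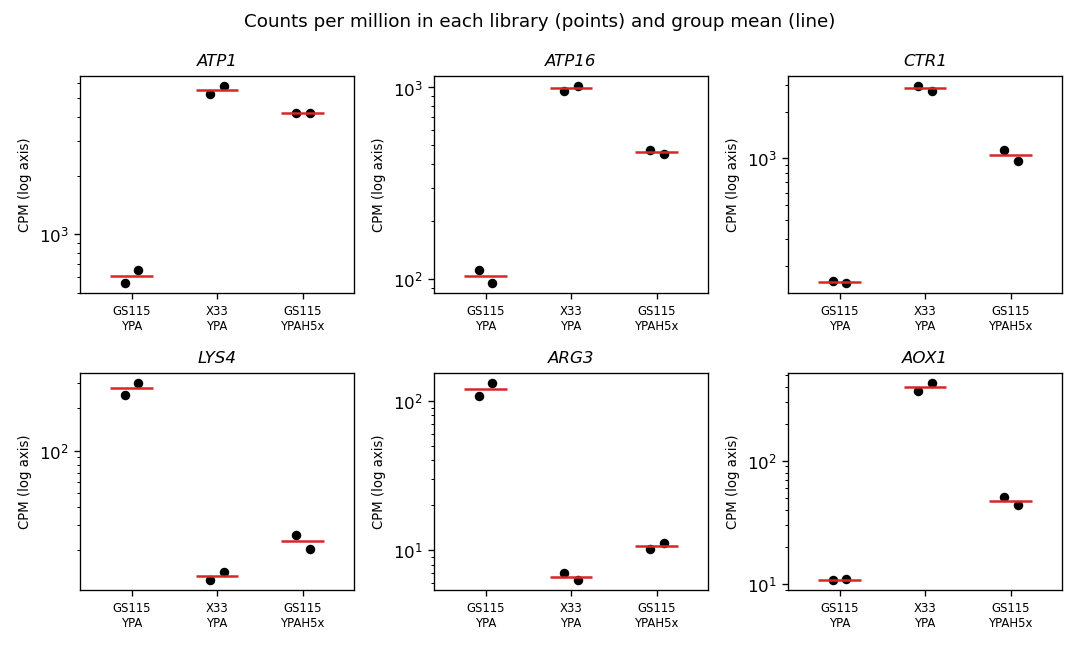
CPM on a log axis of *ATP1*, *ATP16*, *CTR1*, *LYS4*, *ARG3* and *AOX1* in each of the 6 libraries (points) with the mean of each group of 2 (line). The points of *GS115*-YPA lie apart from those of *X33*-YPA and *GS115*-YPAH5x in every panel, as for *ATP1* with 559 and 659 CPM in *GS115*-YPA against at least 4208 CPM in the other libraries.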

Overall, these results suggest that enhanced oxidative phosphorylation, facilitation of nutrient import, and inhibition of biosynthetic reactions are likely to result in an increase in intracellular ATP levels leading to the robust growth of *K. phaffii* in YPA.

**Fig. 5:**
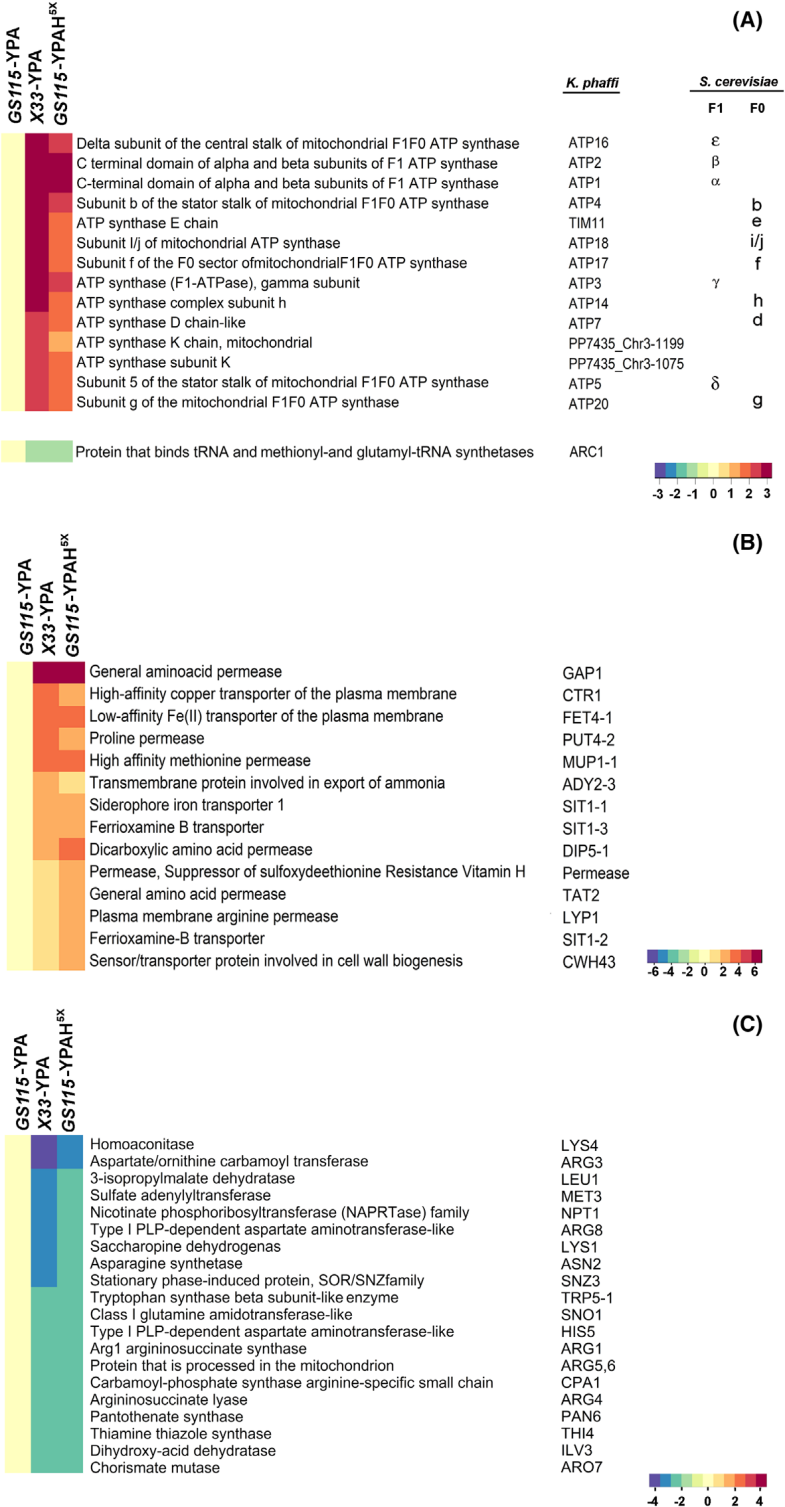
Identification of histidine‐responsive gene groups. (A) Genes ≥2‐fold upregulated in either *X33*‐YPA or *GS115*‐YPAH^5x^ encoding for ATP synthase subunits. Bottom panel depicts ~1‐‐fold downregulation of gene involved in repression of ATP synthase subunit expression, *ARC1*. (B) Genes ≥2‐fold upregulated in either *X33*‐YPA or *GS115*‐YPAH^5x^ encoding for transporters and nutrient uptake permeases (C). Genes ≤ −2 downregulated in either *X33*‐YPA or *GS115*‐YPAH^5x^ encoding for enzymes for amino acid and micronutrient biosynthesis. Heat map illustrates expression levels of genes, along with its description and annotation. Even though *GS115/X‐33* was used for RNAseq, gene names are derived from *CBS7435* since CBS7435 genome sequence has been analyzed more carefully and annotated manually.

## Discussion

A serendipitous observation that prototrophic (*X33*) and histidine auxotrophic (*GS115*) strains of *K. phaffii* exhibit differential growth when cultured in YPA medium led to the identification of histidine‐responsive genes, hitherto unreported in any yeast species. The nexus between histidine auxotrophy and growth defect in cells cultured under nutrient‐rich conditions is rather puzzling, since yeast auxotrophs rarely exhibit a phenotype when cultured in yeast extract and peptone, a rich source of amino acids and other metabolic intermediates. Thus, defects in amino acid biosynthetic pathways do not affect the growth of auxotrophs under these culture conditions, as observed in the case of *GS115* and *X33* cultured in YPD, YPG, and YP. The fact that histidine auxotrophy affects growth only in cells cultured in YPA motivated us to investigate this phenomenon further. We first demonstrated that *K. phaffii GS115* lacking *HIS4* does not grow as efficiently as *X33* in YPA, and expression of *HIS4* in *GS115* reverses the growth defect. Analysis of mutations that affect *HIS4C* indicated that disruption of histidinol dehydrogenase activity of *HIS4,* required for the conversion of histidinol to histidine, the last step of histidine biosynthesis, is responsible for the growth defect of *GS115*. Thus, disruption of the biosynthesis of histidine but not purine causes a growth defect in *K. phaffii* when cultured in YPA. Subsequent studies indicated that histidine, the endproduct of the histidine biosynthetic pathway, is required for optimal growth of *K. phaffii* in YPA. Histidine‐dependent growth in YPA is unique to *K. phaffii* and is not observed in *S*. *cerevisiae BY4741*, a histidine auxotroph, carrying a deletion in *HIS3*.

Histidine transamination results in the generation of glutamate through the action of ARO8 in *Candida glabrata* [25] whereas it is deaminated to generate glutamate and ammonia in bacteria and mammals [22]. While glutamate can enter the TCA cycle and contribute to ATP generation, ammonia serves as the inorganic nitrogen donor. A role for histidine‐derived glutamate and ammonium in the growth of *K. phaffii* in YPA is unlikely, since neither facilitates growth in YPA. Thus, histidine mediates the growth of *K. phaffii* only in the presence of an organic source of nitrogen, such as amino acids. Whether ammonium sulfate interferes with the regulation of histidine‐responsive genes in cells cultured in YPA remains to be investigated.

Histidine/histidine derivatives are known to have pleiotropic functions in different organisms. For example, imidazole propionate derived from histidine of gut microbiota in individuals with type 2 diabetes functions as a signaling molecule involved in activating mammalian Target of Rapamycin 1 [26]. Histidine is involved in the regulation of glucagon prehormone, and preproglucagon mRNA in the pancreas [27]. Histidine supplementation is used as therapy in multiple diseases due to its antioxidant and antiinflammatory properties, proton‐buffering power, metal ion chelation, protection against glycation, and lipooxidation [28, 29, 30]. In *S. cerevisiae*, histidine maintains copper homeostasis [31] and affects biofilm‐forming Flor yeast's growth by completely inhibiting the biofilm formation by nonspecific interactions [32]. Histidine uptake in a few bacteria has been associated with the maintenance of pH and redox potential. For example, in *Lactobacillus buchneri*, histidine is imported via histidine/histamine antiporter, and once inside the cell, histidine gets decarboxylated to form histamine, which has an additional positive charge. Excretion of this histamine results in a net positive charge in the medium. This proton motive force has been attributed to generate ATP by the F1F0 ATPase [33, 34]. However, this mechanism is unlikely to operate in *K. phaffii,* since its genome does not encode histidine decarboxylase required to synthesize histamine from histidine. Specific aminoacyl tRNA synthetases function as amino acid sensors and regulate cell signaling, apoptosis, or inflammation [35, 36]. Whether histidyl tRNA synthetases can function as histidine sensors and regulate growth in *K. phaffii* is a topic of future study.

The fact that imidazole propionate derived from histidine of gut microbiota in individuals with type 2 diabetes functions as a signaling molecule involved in activating mammalian Target of Rapamycin [26] prompted us to investigate whether histidine can alter gene expression of *P. pastoris* cultured in YPA by RNA seq. We have identified several genes whose expression is modulated by histidine synthesized intracellularly as well as that obtained extracellularly. 

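Of the 5426 genes tested, 1255 were higher and 1204 lower in both *X33*-YPA and *GS115*-YPAH 5x than in *GS115*-YPA at an adjusted p under 0.05 from edgeR, and 83 went in opposite directions (39 without *X33*-YPA library D, 48 without *GS115*-YPAH 5x library E and 37 without F). At the paper's thresholds 0 genes were called in opposite directions by edgeR, 0 with an unadjusted p under 0.05 and the same fold, and 0 by DESeq2. Among the 83 were BQ9382_C4-4535, a predicted protein with log2 fold changes of -2.77 (SE 0.24) in *X33*-YPA and 1.13 (SE 0.21) in *GS115*-YPAH 5x, and BQ9382_C4-5305, a predicted protein with -1.78 and 1.16. Compared directly at the same thresholds, 2 genes were higher and 40 lower in *X33*-YPA than in *GS115*-YPAH 5x. The number higher was 5 without *GS115*-YPAH 5x library E, and the number lower was 67 without *X33*-YPA library C. The genes higher in *X33*-YPA were *AOX1* and its neighbour BQ9382_C4-0700, whose log2 fold change was 4.59 (SE 0.23, adjusted p = 6.85e-06 from edgeR). Among the genes lower in *X33*-YPA were the adhesin genes BQ9382_C1-8280 (-5.71, SE 0.37) and *ALS3* (-3.65, SE 0.17), which fell in both comparisons with *GS115*-YPA, and the protein kinase gene *IME2* (-2.62, SE 0.20). At any fold, 1075 genes were higher and 1172 lower in *X33*-YPA than in *GS115*-YPAH 5x, and 3179 did not pass the test. The number higher was 690 and 478 without *X33*-YPA library C and D, and 548 and 323 without *GS115*-YPAH 5x library E and F. The number lower was 671 without D and 611 without F.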

High similarity in the gene expression profiles of *GS115*‐YPAH^5x^ and *X33*‐YPA suggests that histidine regulates gene expression after entry into the cells via an intracellular signal transduction pathway rather than via cell surface proteins. 

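Beyond the ATP synthase, genes of the respiratory chain, which passes electrons to oxygen, rose in part. Of 34 genes of complex I and the alternative NADH dehydrogenases, 22 rose and 2 fell in *X33*-YPA relative to *GS115*-YPA (the same counts when adjusted over the list alone), and 21 rose and 3 fell in *GS115*-YPAH 5x (23 and 3 when adjusted over the list alone). Those that fell in *GS115*-YPAH 5x no longer passed without *GS115*-YPAH 5x library E, and 1 passed without F. BQ9382_C2-5065, the 24 kDa subunit gene of complex I, had a log2 fold change of 1.68 (SE 0.21) in *X33*-YPA and 1.78 (SE 0.21) in *GS115*-YPAH 5x. The median of this list was 0.68 in *X33*-YPA (adjusted p = 0.00238 from camera on edgeR's counts, adjusted p = 0.445 with an estimated correlation) and 0.62 in *GS115*-YPAH 5x (adjusted p = 0.00286 from camera on edgeR's counts, adjusted p = 0.462 with an estimated correlation). Of 21 genes of complexes II to IV and cytochrome c, 13 rose and 1 fell in *X33*-YPA, and 13 rose and 5 fell in *GS115*-YPAH 5x (the same counts when adjusted over the list alone; 1 fell in *GS115*-YPAH 5x without *GS115*-YPAH 5x library E). BQ9382_C4-2950, annotated as subunit VIb of cytochrome c oxidase, had log2 fold changes of 2.06 and 1.54. The list moved against the other genes in *X33*-YPA (adjusted p = 0.00528 from camera on edgeR's counts, adjusted p = 0.449 with an estimated correlation) and not in *GS115*-YPAH 5x (adjusted p = 0.105 from camera on edgeR's counts). It passed when *X33*-YPA was compared directly with *GS115*-YPAH 5x (adjusted p = 0.0396 from camera on edgeR's counts, adjusted p = 0.695 with an estimated correlation), but not without *X33*-YPA library D (0.132), without *GS115*-YPAH 5x library E (0.152), without the 10 most abundant genes (0.0538) or with only the 2 groups compared (0.0510). Of 15 genes of the tricarboxylic acid cycle, 6 rose and 5 fell in *X33*-YPA, and 8 rose and 1 fell in *GS115*-YPAH 5x (the same counts when adjusted over the list alone), which no longer passed without *GS115*-YPA library B or *GS115*-YPAH 5x library E. BQ9382_C1-2225, annotated as citrate synthase, had log2 fold changes of 1.31 and 1.20, and the aconitase gene *ACO1* fell in *X33*-YPA (-1.16) and did not pass in *GS115*-YPAH 5x (-0.03), with a direct difference of -1.13 (SE 0.16). The list did not move as a whole in *X33*-YPA (adjusted p = 0.5 from camera on edgeR's counts) and moved in *GS115*-YPAH 5x (adjusted p = 0.0434 from camera on edgeR's counts, adjusted p = 0.45 with an estimated correlation), and a direct comparison of *X33*-YPA with *GS115*-YPAH 5x did not pass (adjusted p = 0.0944 from camera, adjusted p = 0.695 with an estimated correlation). The call of the tricarboxylic acid list in *GS115*-YPAH 5x was lost with only the 2 groups compared (0.0610), without *GS115*-YPA library A (adjusted p = 0.0566), *X33*-YPA library C (0.0561) or D (0.0559), or *GS115*-YPAH 5x library F (0.0760).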

The fact that several genes involved in mitochondrial oxidative phosphorylation are upregulated in *GS115*‐YPAH^5x^ and *X33*‐YPA suggests that enhanced production of ATP may be one of the mechanisms by which histidine promotes growth. In *S. cerevisiae*, high acetate levels result in rapid ATP depletion due to its conversion to Acetyl‐Co‐A, and as a result cells enter into a prolonged lag phase and normal growth is restored only after several days [38]. Rapid depletion of ATP does not occur in cells cultured in YP or YPG, since acetate production and its conversion to Acetyl‐Co‐A is not high enough to result in ATP depletion. Thus, histidine‐mediated activation of transcription of genes required for ATP synthesis in *GS115*‐YPAH^5x^ and *X33*‐YPA YPA may result in rapid replenishment of ATP, leading to normal growth. It is tempting to speculate that low ATP levels in *K. phaffii* cultured in YPA is sensed by a histidine‐mediated signaling pathway leading to upregulation of nuclear genes encoding F1F0ATPase, enhanced oxidative phosphorylation, restoration of intracellular ATP levels, and growth. Since metabolic intermediates such as amino and ketoacids are readily available in the YPA medium, the newly synthesized ATP is used for cell division and growth rather than biosynthetic processes. The fact that genes encoding several permeases and transporters are also upregulated in *GS115*‐YPAH^5x^ and *X33*‐YPA suggests that biosynthetic intermediates can be rapidly imported into the cell, thus favoring growth. In this context, it is pertinent to note that *GAP1* encoding the general amino acid permease involved in the transport of several amino acids [37] is also highly upregulated in *GS115*‐YPAH^5x^ and *X33*‐YPA (Fig. 4H). It is possible that histidine has to compete with other amino acids and peptides in YPA for its import via GAP. 

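Of 17 genes for amino acid permeases, which carry amino acids across the plasma membrane, 9 rose and 3 fell in *X33*-YPA relative to *GS115*-YPA, and 11 rose and 3 fell in *GS115*-YPAH 5x at an adjusted p under 0.05 from edgeR (the same counts when adjusted over the list alone; 5 fell in *X33*-YPA without *GS115*-YPA library A). BQ9382_C4-3750, annotated as a dicarboxylic amino acid permease, had a log2 fold change of 2.57 (SE 0.18) in *X33*-YPA and 3.47 (SE 0.18) in *GS115*-YPAH 5x. BQ9382_C3-1840, annotated as the general amino acid permease AGP2, rose in *GS115*-YPAH 5x (2.43) and did not pass the test in *X33*-YPA (0.33). The direct difference between them passed (-2.10, SE 0.21, adjusted p = 0.000221 from edgeR). The permease list had a median of 0.41 in *X33*-YPA (adjusted p = 0.0103 from camera on edgeR's counts, adjusted p = 0.534 with an estimated correlation) and 1.25 in *GS115*-YPAH 5x (adjusted p = 4.31e-06 from camera on edgeR's counts, adjusted p = 0.346 with an estimated correlation). Compared directly, 9 permease genes were lower and 2 higher in *X33*-YPA than in *GS115*-YPAH 5x (11 and 2 when adjusted over the list alone). The median of the direct comparison was -0.56 (adjusted p = 0.00972 from camera on edgeR's counts, adjusted p = 0.695 with an estimated correlation). Of 16 genes for iron and copper uptake, 12 rose and 1 fell in *X33*-YPA (2 fell when adjusted over the list alone), and 9 rose and 2 fell in *GS115*-YPAH 5x (the same counts when adjusted over the list alone; 1 fell in *GS115*-YPAH 5x without *GS115*-YPAH 5x library E, and 2 in *X33*-YPA without *X33*-YPA library C). *FET4*, a low-affinity iron transporter gene, had log2 fold changes of 3.70 and 3.45, and BQ9382_C2-2635, annotated as a blue copper protein, had 3.58 and 3.46. *ATX1*, a copper chaperone gene, fell in *GS115*-YPAH 5x (-1.07). Permeases have close copies, so their reads may have been split between them.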

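BQ9382_C1-1685 is 1 of 2 genes of the count table whose description fits *GAP1*. It had 10.3 ± 1.93 CPM (SD, n = 2) in *GS115*-YPA, 1132 ± 26.4 CPM in *X33*-YPA and 1057 ± 52.3 CPM in *GS115*-YPAH 5x. Its log2 fold change was 6.78 (SE 0.20, adjusted p = 5.77e-08 from edgeR) in *X33*-YPA and 6.68 (SE 0.20, adjusted p = 1.08e-07 from edgeR) in *GS115*-YPAH 5x, the largest increase of all genes called in each comparison. *X33*-YPA and *GS115*-YPAH 5x did not differ in it at an adjusted p under 0.05 (log2 fold change 0.10, SE 0.16, adjusted p = 0.635 from edgeR). The other gene, BQ9382_C1-2675, annotated as a potential general amino acid permease, fell, with log2 fold changes of -0.90 and -0.90 relative to *GS115*-YPA. Of these genes, BQ9382_C1-1685 has the direction that the paper states for *GAP1*.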

One way to improve the efficiency of histidine import is by increasing the amount of histidine in the medium. Thus, histidine may be imported more efficiently in *GS115* cultured in YPAH^5x^ than YPAH^1x^.

Histidine is known to act as a buffer and it is possible that the buffering property of histidine added to the culture medium may enhance nutrient uptake and contribute to growth. However, this is unlikely, since histidine biosynthesized intracellularly also promotes growth of *K. phaffii* in YPA. It is pertinent to note that lysates of *GS115* and *X33* cultured in YPA, when examined by SDS‐PAGE followed by Coomassie Brilliant Blue staining, exhibit similar protein profiles (data not shown), suggesting that histidine auxotrophy does not result in the deficiency of Coomassie blue‐stainable proteins in these lysates. However, it is possible that histidine deficiency results in a decrease in the synthesis of certain histidine‐rich proteins essential for the growth of cells cultured in YPA which are less abundant and hence cannot be visualized in SDS polyacrylamide gels.

Yeast extract contains B‐complex vitamins and amino acids necessary for growth, while peptone acts as the source of nitrogen, vitamins, and minerals. They are routinely used for culturing recombinant yeast strains producing drugs, vaccines, and biotherapeutics. This study demonstrates for the first time that media containing yeast‐based organic nitrogen sources and acetate as carbon spruce are not preferable for the growth of histidine auxotrophs of *K. phaffii* such as *GS115*. We recommend using *K. phaffii* prototrophs rather than histidine auxotrophs for high‐density fermentation and production of acetate‐derived compounds.

## Conflict of interest

The authors declare that they have no conflicts of interest for the contents of this article.

## Author contributions

AG and PNR conceived and designed the project, analyzed the data, and wrote the article. AG carried out the experiments. PNR obtained funding.

## Supporting information

**Table S1**. RNA seq analysis of GS115 and X33 cultured in YPA and GS115 cultured in YPAH5X.

## Data Availability

The RNA sequencing data are available at NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/ under the accession number GSE174633.

How the deposited data were processed for this re-analysis (not part of the article)

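Transcript levels were measured by RNA-seq in 6 libraries, 2 from each of 3 groups: *GS115* in YPA, *X33* in YPA, and *GS115* in YPAH 5x, which holds 650 µM added histidine, all after 24 h. Each library was taken to its group from its label, where the libraries carry the letters A to F, and the labels describe depletion of ribosomal RNA with a kit for bacteria before library preparation. The labels call the *GS115* samples wild type in the description and *his4* in the genotype field. The paper's account of *GS115* as the *his4* auxotroph was followed. The labels give no batch or date.

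The deposited values are raw read counts per gene made by the authors, with 1 column per library and no pooling. The submitters' processing notes name bcl2fastq 2.19.0.316, fastp 0.19.6, Bowtie2, featureCounts 1.6.4 and DESeq2, without their order. The genome build, the version of Bowtie2 and the strand setting of the counting are not given in the sources used here, so overlapping and antisense genes, and close copies such as histones, adhesins and permeases, may share reads. The paper takes its gene names from *CBS7435*. Here, genes are named by the symbol of the count table or of the part of Table S1 at hand, and otherwise by the locus tag. A name of the paper's figures that fits several descriptions was matched to every candidate, but not every candidate is printed. Several that are not printed go the other way. BQ9382_C2-5895, which also fits *RNR1*, fell with log2 fold changes of -1.89 in *X33*-YPA and -1.19 in *GS115*-YPAH 5x. BQ9382_C1-2790, which also fits *SBT100*, fell with -1.04 and -0.38.

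The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filter for the 3 groups, which left 5426 of 5427, libraries were scaled by TMM, and the quasi-likelihood test was fitted to all 6 libraries together, with the legacy method, 3 residual degrees of freedom and no covariate. The common biological coefficient of variation was 0.132. P-values were adjusted by the Benjamini-Hochberg method in each comparison, and the SE of a log2 fold change was taken from the test's F value. CPM are scaled by TMM. Each group was compared with *GS115*-YPA, and *X33*-YPA with *GS115*-YPAH 5x.

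Library totals between 32194047 and 43447246 counts give most genes a small counting error, so the spread between duplicates, with ratios of chi-square to degrees of freedom of 141, 69.8 and 40.9, limits precision. A rank or permutation test of 2 libraries against 2 cannot reach an adjusted p under 0.05, so no such test is reported.

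Gene lists were built from symbols and descriptions, and 34 with at least 5 tested genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with the correlation estimated from the data and fry as alternatives. The genes named are those the paper names in its text or in Fig. 4F to I and Fig. 5, the genes of histidine biosynthesis, the 10 highest and 10 lowest called genes of each comparison whose libraries do not overlap, and up to 4 members of each list with the smallest adjusted p; the paper's values in the part of Table S1 at hand were seen when this rule was written.

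Comparisons that share the *GS115*-YPA libraries were set beside 50 simulations of unchanged groups. All 6 libraries, the controls included, were drawn from the *GS115*-YPA means with a spread per gene fitted over the 3 groups. The procedure was tested on simulated data of 5425 genes with 200 changed. For *X33*-YPA against *GS115*-YPA an adjusted p under 0.05 was reached by 62 of 67 genes changed by a log2 fold change of 1, 66 of 67 changed by 2 and 66 of 66 changed by 3. With the fold threshold of 2 added, 0, 28 and 66 of these were called, since estimates of a true change of 2 fall on both sides of it. Of 5225 unchanged genes, 16 passed the adjusted p. Beside the 62, 66 and 66 changed genes found, these false calls were a somewhat larger share than the 0.05 aimed at. For *X33*-YPA against *GS115*-YPAH 5x, 25 of 30, 35 of 36 and 34 of 34 genes changed by 1, 2 and 3 passed. There, 10 of 5325 unchanged genes passed as well.

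The 23 alternatives planned were DESeq2 1.42.0, other scalings, other filters on low counts, other fits and thresholds, each library left out in turn, other list tests and ranks, and a replicate block, which was not run. Leaving out the 10 most abundant genes was added after the counts per library were seen, and taking 1 *GS115*-YPA library as the control of *X33*-YPA and the other as that of *GS115*-YPAH 5x, each way round, after the results were seen. Growth curves, western blots and spot assays of the paper are not analysed here.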

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

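The tests of chromosome ends, of the share of counts outside the 10 most abundant genes, of the stage of growth and of reads next to *AOX1*, and the setting without the 10 most abundant genes, were chosen only after the result was seen.

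*X33*-YPA and *GS115*-YPAH 5x both differ from *GS115*-YPA in histidine supply, yet the direct comparison of them was one-sided: edgeR called 40 genes lower and 2 higher in *X33*-YPA at the paper's thresholds. At an adjusted p under 0.05 alone 1075 were higher and 1172 lower (323 and 611 without *GS115*-YPAH 5x library F, 478 and 671 without *X33*-YPA library D, 548 and 784 without E, 690 and 847 without C), and 157 were higher and 391 lower with an absolute log2 fold change of at least 1, so the one-sidedness was weaker among smaller changes. Under each of 4 other scalings at least 31 genes were lower. Of these scalings, only upper-quartile scaling moved the median of all genes much, to 0.153 from 0.027 with the main settings. The counts thus argue against a scaling shift of that size as the whole cause, and larger shifts were not tested. Without each of the 4 libraries in turn, more genes were still lower than higher, which argues against a single library. Of the 42 genes called, 4.76% were counted among the first or last 10 genes of a chromosome by locus tag (upper bound of the exact binomial interval 16.2%, against 1.45% of the other genes, Fisher's exact test, two-sided, p = 0.127). That count leaves out called genes whose locus tags lie at the end of their chromosome, among them *ALS3* and another called adhesin gene. The share at the ends is therefore too low here, and its upper bound and the Fisher p cannot be relied on. A place near chromosome ends stays open. The groups differ in strain and in added histidine at once, and these biological differences stay open and were not tested apart.

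The 19 biosynthesis genes of Fig. 5C had a median log2 fold change below -2 in both comparisons with *GS115*-YPA. The share of counts outside the 10 most abundant genes was higher in each library of *X33*-YPA and *GS115*-YPAH 5x than in each of *GS115*-YPA, by a log2 ratio of 0.0923 to 0.167, which argues against abundant transcripts having lowered the others. The stage of growth at 24 h cannot be told apart from the supply of histidine, because the paper reports that the cultures grew differently and they were sampled at the same hour; genes of DNA replication had a median log2 fold change of 0.79 in *X33*-YPA and 0.73 in *GS115*-YPAH 5x. A response to histidine itself stays open as well and was not tested apart from growth.

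*AOX1* and BQ9382_C4-0700, the next gene by locus tag, were the 2 genes called higher in *X33*-YPA than in *GS115*-YPAH 5x. If reads of *AOX1* were counted for its neighbour in a fixed proportion, BQ9382_C4-0700 would have had 10.4 and 9.30 CPM in the *GS115*-YPAH 5x libraries. It had 2.71 and 2.81 CPM, at most 0.302 of that value, which argues against shared reads as the whole cause. Why *AOX1* differed between *X33*-YPA and *GS115*-YPAH 5x was not tested.

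Some lists also differed between *X33*-YPA and *GS115*-YPAH 5x when compared directly: the median log2 fold change was 0.70 for cytosolic ribosomal proteins, 0.86 for the ATP synthase and -0.92 for adhesins and flocculins (adjusted p = 2.94e-17, 1.57e-06 and 1.09e-07 from camera on edgeR's counts, and adjusted p = 0.695 for each with an estimated correlation). Other lists that the paper does not discuss moved relative to *GS115*-YPA in both groups. The median log2 fold change in *X33*-YPA and *GS115*-YPAH 5x was 1.37 and 1.09 for ergosterol biosynthesis, 1.42 and 1.48 for core histones, and -0.95 and -0.73 for the proteasome. In camera, these calls also passed only with the preset correlation. With fry, which does not compare a list with other genes, ergosterol biosynthesis, core histones and the proteasome passed in both groups (adjusted p from fry at most 0.00335).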

How the results depend on the processing

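The setting without the 10 most abundant genes and the separate controls were chosen after the result was seen.

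With DESeq2, the thresholds gave 137 genes higher and 236 lower in *X33*-YPA, and 142 and 148 in *GS115*-YPAH 5x, and 137, 230, 141 and 147 of these were the genes edgeR called. Over all settings, the named genes gave 15415 values on the same side of the test, 445 that no longer passed and 220 that newly passed. The sign turned in 0 of the values that passed with edgeR's main settings or with the alternative, and it did turn in some that passed with neither, whose log2 fold changes were at most 0.62 in size with the main settings. Upper-quartile scaling moved the median of all genes to -0.13 in *GS115*-YPAH 5x and 0.15 in *X33*-YPA against *GS115*-YPAH 5x, so changes of that size are relative to the scaling. Each left-out library leaves its group with 1, which is assumed to vary like the others. No paired analysis was possible because the columns carry letters and no source used here pairs them with the replicate numbers of Table S1. Duplicates differed by more than counting error in each group, with ratios of chi-square to degrees of freedom of at least 40.9.

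With glmTreat against a log2 fold change of 1, 476 genes were higher and 546 lower in *X33*-YPA, 380 and 360 in *GS115*-YPAH 5x, 231 and 287 in both, and 5 and 76 in *X33*-YPA against *GS115*-YPAH 5x. With an absolute log2 fold change of at least 1, these counts were 852 and 926, 693 and 683, 435 and 523, and 157 and 391. For all tested genes these settings lower the fold asked for, which raises the counts; for the genes of Fig. 5B they add a fold, and 3 and 5 passed in *X33*-YPA. With an unadjusted p and the fold threshold, 5 ATP synthase genes passed in *GS115*-YPAH 5x and 3 transporter genes in *X33*-YPA, since the fold threshold then applies to them. With an estimated correlation, camera passed 0 lists in each of the 3 comparisons, as against 20, 18 and 8 with the preset one. The list for thiamine, pyridoxine, biotin, pantothenate and NAD had an estimated correlation of 0.0022 in *X33*-YPA, below the preset one. Its unadjusted p from camera still went from 0.000366 to 0.0313. With 3 residual degrees of freedom this setting has little power, so it does not decide whether correlation between genes accounts for the calls. The fry test, which does not compare a list with other genes, passed 32, 25 and 9. With lists by symbol only, 5 passed in *X33*-YPA against *GS115*-YPAH 5x; the cause was not tested.

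Leaving out each library in turn gave 2 to 5 genes higher (5 without *GS115*-YPAH 5x library E) and 32 to 67 lower (67 without *X33*-YPA library C) in *X33*-YPA against *GS115*-YPAH 5x, and a correlation of fold changes of 0.798 to 0.834. With separate controls the correlation was 0.850 or 0.694, where each comparison rests on a single control library. Among left-out libraries, the numbers called in both comparisons with *GS115*-YPA lay between 62 and 92 higher and between 125 and 135 lower, and with separate controls they were 75 or 74 higher and 122 or 117 lower.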

Differences from the paper's values

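No test in this part was chosen after the result was seen. Of 10 values in the paper's text and 20 log2 fold changes in the part of Table S1 at hand, 0 differed from those found here, where a count differs if one value is more than 1.5 times the other and a log2 fold change if its sign differs or the values lie further apart than the larger error. The largest difference of a log2 fold change was 0.0162. With DESeq2, set as an alternative before the data were examined, the numbers of called and shared genes were those the paper gives. With edgeR, 138 genes were higher and 231 lower in *X33*-YPA, where the paper's values are 137 and 236, and 147 were lower in *GS115*-YPAH 5x and 76 higher in both, where the paper's values are 148 and 75.

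The paper places the ATP synthase genes of Fig. 5A among the genes called in both comparisons. All 14 were higher in both at an adjusted p under 0.05 from edgeR, but 5 of 14 passed the fold threshold in *GS115*-YPAH 5x, with edgeR and with DESeq2, and 14 in *X33*-YPA. Likewise, 3 of the 7 transporter genes of Fig. 5B passed it in *X33*-YPA and 7 in *GS115*-YPAH 5x. The legend of Fig. 5 asks for a fold change in either comparison and does not say whether it is on the log2 scale, and the fold threshold was passed by all 14 in *X33*-YPA and all 7 in *GS115*-YPAH 5x (3 of the 7 without *GS115*-YPA library A and 5 without *GS115*-YPAH 5x library E). With an absolute log2 fold change of at least 1, set as an alternative before the data were examined, all 14 ATP synthase genes passed in both comparisons, and 5 of the 7 transporter genes passed in *X33*-YPA and 7 in *GS115*-YPAH 5x.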

Other observations

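The enrichment on chromosome 4 was tested, and the setting without the 10 most abundant genes chosen, only after the result was seen; the prediction on copy number was written before its median was seen.

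Of 9 genes of the adhesin and flocculin list, 7 fell and 2 rose in *X33*-YPA relative to *GS115*-YPA, and the same numbers in *GS115*-YPAH 5x at an adjusted p under 0.05 from edgeR (the same counts when adjusted over the list alone). The flocculin gene *FLO11* had log2 fold changes of -2.52 and -0.94, and a direct difference of -1.59 (SE 0.16). One of the members that rose, *EPX1*, is annotated as a venom allergen and not as an adhesin. Of 20 genes of oxidative stress defence, 9 fell and 4 rose in *X33*-YPA, and 11 fell and 3 rose in *GS115*-YPAH 5x (the same counts when adjusted over the list alone; 6 fell without *GS115*-YPAH 5x library E), without the list passing camera in either (adjusted p = 0.367 and 0.0544 from camera on edgeR's counts). In *GS115*-YPAH 5x it passed without *GS115*-YPA library A (0.0348) or B (0.0184). The superoxide dismutase gene *SOD1* had log2 fold changes of -1.93 and -1.85. Of 13 heat shock proteins and chaperones, 10 were lower in *X33*-YPA than in *GS115*-YPAH 5x, 4 without *X33*-YPA library C, 6 without D or *GS115*-YPAH 5x library E and 2 without F (adjusted p = 0.0107 from camera on edgeR's counts, and adjusted p = 0.695 with an estimated correlation). This list no longer passed without *X33*-YPA library C (0.0634) or without the 10 most abundant genes (0.196), and BQ9382_C2-6810, annotated as the Hsp70 exchange factor FES1, had a log2 fold change of -0.79 (SE 0.15).

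Another gene annotated as RPB1, BQ9382_C1-2305, rose in both groups with log2 fold changes of 4.10 and 3.94 relative to *GS115*-YPA, and may share reads with BQ9382_C1-8235 (not tested). Several genes rose in *GS115*-YPAH 5x and did not pass the test in *X33*-YPA, with a direct difference that passed. They include BQ9382_C4-4530, annotated as a papain-like protease (2.97 in *GS115*-YPAH 5x, direct log2 fold change -2.96 (SE 0.24)), and BQ9382_C4-3515, annotated as an activator of pseudohyphal growth (2.66 and -2.85 (SE 0.24)). Of the direct calls, 40 were lower in *X33*-YPA and at least 31 under the other scalings.

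Of the 42 genes called in *X33*-YPA against *GS115*-YPAH 5x, 19 (45.2%) carry a locus tag of chromosome 4, as against 19.5% of the other tested genes (Fisher's exact test, two-sided, p = 0.00024, odds ratio 3.42; genes are not independent replicates, and the p does not account for the choice of this chromosome). Of these, 17 were lower and 2 higher in *X33*-YPA. A hypothesis is that the strains or cultures carried a different number of copies of chromosome 4. The median log2 fold change of all 1067 tested genes on chromosome 4 was 0.0225, against 0.0288 on the other chromosomes, so a change in copy number of the whole chromosome is unlikely. What sets these genes apart stays open.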
